# Airway and parenchyma transcriptomics in a house dust mite model of experimental asthma

**DOI:** 10.1186/s12931-022-02298-x

**Published:** 2023-01-25

**Authors:** Xiaofan Tu, Henry M. Gomez, Richard Y. Kim, Alexandra C. Brown, Emma de Jong, Izabela Galvao, Alen Faiz, Anthony Bosco, Jay C. Horvat, Philip Hansbro, Chantal Donovan

**Keywords:** House dust mite, Asthma, Remodeling, AHR, Transcriptomics, SPI1

## Abstract

Lung transcriptomics studies in asthma have provided valuable information in the whole lung context, however, deciphering the individual contributions of the airway and parenchyma in disease pathogenesis may expedite the development of novel targeted treatment strategies. In this study, we performed transcriptomics on the airway and parenchyma using a house dust mite (HDM)-induced model of experimental asthma that replicates key features of the human disease. HDM exposure increased the expression of 3,255 genes, of which 212 were uniquely increased in the airways, 856 uniquely increased in the parenchyma, and 2187 commonly increased in both compartments. Further interrogation of these genes using a combination of network and transcription factor enrichment analyses identified several transcription factors that regulate airway and/or parenchymal gene expression, including transcription factor EC (TFEC), transcription factor PU.1 (SPI1), H2.0-like homeobox (HLX), metal response element binding transcription factor-1 (MTF1) and E74-like factor 4 (ets domain transcription factor, ELF4) involved in controlling innate immune responses. We next assessed the effects of inhibiting lung SPI1 responses using commercially available DB1976 and DB2313 on key disease outcomes. We found that both compounds had no protective effects on airway inflammation, however DB2313 (8 mg/kg) decreased mucus secreting cell number, and both DB2313 (1 mg/kg) and DB1976 (2.5 mg/kg and 1 mg/kg) reduced small airway collagen deposition. Significantly, both compounds decreased airway hyperresponsiveness. This study demonstrates that SPI1 is important in HDM-induced experimental asthma and that its pharmacological inhibition reduces HDM-induced airway collagen deposition and hyperresponsiveness.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-022-02298-x.

## Introduction

Asthma is a chronic inflammatory lung disease with common symptoms of wheezing and shortness of breath associated with airway remodeling and hyperresponsiveness (AHR) [1–3]. Current therapies including bronchodilators and corticosteroids can be effective at managing symptoms and newer type 2-targeted biologics, such as duplizumab, may also be effective in subsets of patients with type 2-driven disease [4]. However, gaps remain in our understanding of what drives key disease features and current therapies may not be effective in all patients.

Transcriptomic studies in asthma have provided valuable information in the whole lung context [5–7], however, deciphering the individual contributions of the airway and parenchyma in disease pathogenesis may expedite the development of novel tissue-specific treatment strategies. A significant challenge in the study of gene expression patterns is deciphering the relationships between a large number of differentially expressed genes and overall functional effects. To address this, a network-based approach is being increasingly adopted to systematically explore the complex and dynamic transcriptional changes underlying diseases such as asthma and chronic obstructive pulmonary disease [8–13]. By utilizing bioinformatics tools such as weighted gene correlation network analysis (WGCNA) [14], co-expression network analysis can provide a holistic view of the global connectivity structure and functional organization of the gene expression program and identify subtle disease-associated changes in correlation structure that are not detected by conventional differential gene expression analysis [11, 15]. Furthermore, since disease-associated genes often interact to form disease modules [8], insights gained from co-expression network analysis can be leveraged to infer upstream module-driving genes that control entire disease pathways and can become promising therapeutic targets [11, 16].

In this study, we performed airway and parenchyma transcriptomics using a house dust mite (HDM)-induced model of experimental asthma that replicates key features of the human disease [17, 18]. Interrogation of HDM-induced genes using WGCNA upstream module analysis identified several transcription factors that regulate airway and/or parenchymal gene expression, including transcription factor PU.1 (SPI1). SPI1 inhibition using specific small molecule inhibitors, DB1976 or DB2313, had no protective effects on airway inflammation. However, DB2313 (8 mg/kg) decreased airway mucus secreting cell numbers, and DB2313 (1 mg/kg) and DB1976 (2.5 mg/kg and 1 mg/kg) reduced small airway collagen deposition. Both compounds decreased AHR. This study reveals important differences between the airway and parenchyma transcriptomic profiles in a HDM-induced model of asthma. We also demonstrate that SPI1 is important in HDM-induced experimental asthma pathogenesis and that its pharmacological inhibition reduces HDM-induced collagen deposition and AHR.

## Materials and methods

### Mice and ethics

Female wild-type BALB/c mice (Animal Resource Centre, Western Australia) were housed under specific pathogen-free conditions in the Hunter Medical Research Institute, Australia PC2 facility and maintained on a 12-hour day-night cycle with water and regular chow available *ad libitum*. Female BALB/c mice were chosen for this study due to their increased susceptibility to allergic airway inflammation induced by HDM [19]. All studies were performed under protocols approved by the Animal Care and Ethics Committee at the University of Newcastle.

### Model and treatments

Mice were treated intranasally with house dust mite (HDM; *Dermatophagoides pteronyssinus*) extract (25 µg in 30 µL phosphate buffered saline [PBS]; 15G10, Citeq Biologics) or saline (vehicle), 5 days per week for 3 weeks [17, 18]. Some groups of HDM-treated mice were treated with DB1976 (1 mg/kg or 2.5 mg/kg in PBS; #HY-135,797 A, MedChemExpress) or DB2313 (1 mg/kg or 8 mg/kg in PBS; #AOB33333, Aobious).

### Bronchoalveolar lavage, mucus-secreting cells (MSCs) and collagen deposition

Bronchoalveolar lavage fluid was collected as previously described [20–23]. MSCs were stained and counted as previously described [17, 24, 25]. Collagen was stained and analyzed as previously described [17, 18, 23, 25]. Additional details are provided in the online supplement.

### qPCR

Total RNA was isolated from homogenized lung tissue with TRIzol® Reagent (Invitrogen™) [26–28]. Random-primed reverse transcriptions were performed followed by real-time qPCRs. Spi1 (Forward primer: 5’-AAGCAGGGGATCTGACCAAC-3’; Reverse primer: 5’-AAGTCATCCGATGGAGGGGC-3’) gene expression was normalized to the expression of the transcript of the housekeeping gene hypoxanthine guanine phosphoribosyltransferase (*Hprt*) (Forward primer: 5’-AGGCCAGACTTTGTTGGATTTGAA-3’; Reverse primer: 5’-CAACTTGCGCTCATCTTAGGCTTT-3’). All reactions were performed using BioScript™ reverse transcriptase in 1x first-strand buffer according to the manufacturer’s instructions (Bioline). Real-time qPCR assays were performed with SYBR Green Supermix (KAPA Biosystems) and a Mastercycler® ep realplex2 system (Eppendorf South Pacific).

### Lung function

Airway hyperresponsiveness was assessed using the forced oscillation technique on a Scireq Flexivent FX1 machine as previously described [29, 30]. Additional details are provided in the online supplement.

### RNA extraction, bioanalysis, RNA-sequencing, differential gene expression and network analysis

Lung airway and parenchyma tissues were separated by blunt dissection under a dissection microscope as previously described [22]. Details for RNA extraction, bioanalysis, RNA-sequencing and analysis are provided in the online supplement. Differential gene expression and network analysis were performed as previously described [16, 31, 32] and details are provided in the online supplement.

### Statistics

Comparisons between two groups were performed using an unpaired t-test. Comparisons between multiple groups were carried out using one-way ANOVA with Sidak’s *post-hoc* test. AHR data was analyzed using two-way ANOVA with Bonferroni *post-hoc* test. All statistical analyses were carried out using Prism software (GraphPad version 9.0.0) and data are presented as mean ± SEM. A *P* value < 0.05 was considered statistically significant.

## Results

### Airway and parenchyma RNA-seq from HDM- and PBS-exposed mice reveals distinct gene expression in different tissue compartments

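RNA was sequenced from airways and parenchyma that had been separated by blunt dissection from lungs of mice given HDM, an extract of house dust mites that sensitizes the airways, or PBS vehicle. HDM was given intranasally at 25 µg in 30 µL on 5 days per week for 3 weeks. The libraries labelled for this experiment are 10 of HDM airways, 10 of HDM parenchyma, 11 of PBS airways and 12 of PBS parenchyma, and all were used (the legend of Fig. 1 gives n = 12 for PBS). Total counts per library ranged from 23389930 to 31914650 in HDM airways, from 22956224 to 35913686 in HDM parenchyma, from 24540569 to 37065393 in PBS airways and from 18756055 to 26961987 in PBS parenchyma. The authors' methods name STAR on mm10 with RSEM, which divides reads that fit several genes among them, and also Kallisto. The values are taken here, as an assumption, to be the expected counts of RSEM, and were rounded to whole numbers. Genes were kept when at least 9 libraries reached a CPM of 0.377, which is 10 counts in a library of the median size, and 17381 genes remained. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 model of the 4 groups, with Benjamini-Hochberg adjustment. A gene is called upregulated or downregulated at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, as in the paper. These settings, the gene lists and the rule for the genes named were set before the data were examined. The labels do not tie an airway library to the parenchyma library of the same mouse or say that each library is a separate mouse, so the libraries were treated as independent and p-values measure the spread between them. Markers of heart muscle differed between the groups, and where this RNA came from in the samples was not tested. The mean of 20 heart muscle genes was 3.15 ± 1.57 log2 CPM (SD, n = 10) in HDM airways and 5.59 ± 1.29 (SD, n = 11) in PBS airways, against 0.04 ± 1.00 (SD, n = 10) in HDM parenchyma and 0.61 ± 0.35 (SD, n = 12) in PBS parenchyma. In 4 PBS airway libraries it was 6.34 or higher, and 1 PBS parenchyma library reached 3.28 for a list of skeletal muscle genes. Counts given without these 5 libraries come from a model chosen after seeing the data. These libraries are called libraries with other-tissue markers below, a label that leaves open whether the muscle lay inside or outside the lung.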

Airway and parenchyma tissues from mice exposed to HDM were subjected to bulk RNA-Seq and compared to PBS vehicle exposed controls (Fig. 1A). 

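Chil4 and Clca1 were among the genes that weighed most on the component that parts HDM from PBS libraries, and genes of heart and fat on the component that parts airways from parenchyma. The components were computed from the 500 most variable genes on the log2 CPM scale. The genes that weighed most on the HDM side of component 1 included Chil4, a chitinase-like protein, Clca1, a goblet cell secretory protein, and the cornified envelope gene Sprr2a2, and those on the PBS side included Esm1, Asgr1 and Cyp1a1. Component 1 held 52.5% of the variance. HDM airways lay at 40.1 ± 5.85 (SD, n = 10) and PBS airways at -22.9 ± 15.8 (SD, n = 11) on it, with a gap of 23.7 between the nearest libraries, and the gap between HDM and PBS parenchyma was 56.6. Component 2 held 33.7%, and airway libraries lay above parenchyma libraries with a gap of 11.1 under HDM and 37.2 under PBS. Nppa, the atrial natriuretic peptide, Mb, Myl7 and Sln of heart muscle and Adipoq, Cfd and Car3 of fat tissue were among the genes that weighed most on the airway side of component 2, together with the basal and secretory epithelial genes Krt5 and Bpifa1. The 500 genes held 17 of the 20 heart muscle genes, 5 of 5 fat genes, 7 of 10 goblet cell genes, 9 of 21 genes of the type 2 response, 1 of 6 club cell genes and 0 of 13 ciliated cell genes. Within the 10 HDM airway libraries, component 2 rose with the mean of the smooth muscle list (Pearson r = 0.96, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 5e-05; Spearman rho = 0.964, permutation p = 3e-05) and the ciliated list (Pearson r = 0.958, permutation p = 5e-05, adjusted p = 0.00012; Spearman rho = 0.927, permutation p = 0.00038). It also rose with the cartilage list (Pearson r = 0.838, permutation p = 0.00259, adjusted p = 0.00324; Spearman rho = 0.806, permutation p = 0.00724), and fell with the alveolar type II list (Pearson r = -0.836, permutation p = 0.00067, adjusted p = 0.000957; Spearman rho = -0.83, permutation p = 0.00506). These tests are two-sided and adjusted over 10 relations, those not given here included. Without the 2 libraries farthest from the median of each list the values of r were 0.935, 0.926, 0.75 and -0.762. No r is given for the heart muscle list, because its genes are among those that make up the component. The 500 genes also held 2 of 20 smooth muscle and 2 of 6 cartilage genes. The PBS airway libraries fell into a cluster of 7 and a cluster of 4 on component 2, so no r is given over all 11. Within the cluster of 7 the values were r = 0.888 for the smooth muscle, 0.382 for the ciliated, 0.177 for the cartilage and -0.647 for the alveolar type II list (exact p = 0.0179, 0.444, 0.745 and 0.021). Adjusted over 5 relations these were p = 0.0513, 0.555, 0.745 and 0.0513, and Spearman rho was 0.857, 0.36, 0.036 and -0.464 (exact p = 0.0238, 0.426, 0.963 and 0.302).

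**Figure D1:**
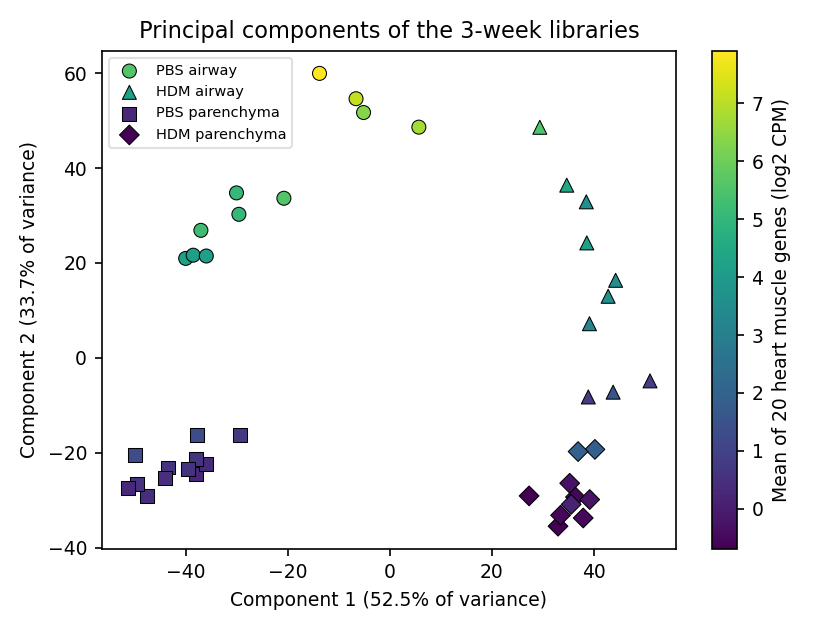
Scores of the 3-week libraries on components 1 and 2, with the share of variance of each on its axis. Each point is 1 library, the shape gives its group, and the color gives the mean log2 CPM of 20 heart muscle genes, which is highest in the airway libraries at the top.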

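Fcgr2b and Mmp12 of macrophages are among the genes labelled as rising in both compartments of HDM-exposed mice, and Pcolce2 and the xenobiotic enzyme Cyp1a1 among those labelled as falling. Fcgr2b, which encodes the inhibitory IgG receptor of B cells and macrophages (ENSMUSG00000026656.11, chromosome 1 from 170958617 to 170976547 of mm10), was at 306 ± 69.95 (SD, n = 10) CPM in HDM airways and 42.6 ± 14.6 (SD, n = 11) in PBS airways, and at 392 ± 29.6 (SD, n = 10) in HDM parenchyma and 31.7 ± 4.23 (SD, n = 12) in PBS parenchyma. Its log2 fold change was 2.84 (standard error 0.14, adjusted p = 1.4e-20) in airways and 3.63 (standard error 0.14, adjusted p = 3.32e-24) in parenchyma from edgeR's quasi-likelihood test. Mmp12, the macrophage elastase, rose by a log2 fold change of 5.03 in airways and 5.76 in parenchyma. The secreted synaptic organizer Cbln1, at 0.0717 ± 0.0601 (SD, n = 11) CPM in PBS airways, rose by 7.05 and 8.74. Among genes that fell, Pcolce2, an enhancer of procollagen processing, had log2 fold changes of -3.15 in airways and -3.03 in parenchyma. Cyp1a1, the cytochrome P450 induced by aryl hydrocarbons, was at 0.232 ± 0.104 (SD, n = 10) CPM in HDM airways and 7.33 ± 6.4 (SD, n = 11) in PBS airways (log2 fold change -4.95, standard error 0.42, adjusted p = 7.72e-14). Of the 34 genes labelled in Fig. 1C, 20 were upregulated and 14 downregulated in airways, with the same counts when adjusted over the list alone. Of the 32 genes labelled in Fig. 1D, 18 were upregulated and 14 downregulated in parenchyma, again also when adjusted over the list alone. Both lists were chosen by the study on these samples and are not independent evidence of their direction. Counts of Chil4 and of the Sprr2a genes are uncertain because near-identical copies share reads, and Pcdha4 shares exons with its gene cluster.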

Principal component analysis revealed distinct transcriptomic signatures associated with each type of exposure and also distinct separations between the airway and parenchyma within each exposure type (Fig. 1B). mRNAs with altered expression in airway (Fig. 1C) and parenchyma (Fig. 1D) in HDM-exposed mice compared to PBS controls were visualized by volcano plots. Combining the lists of mRNAs with altered expression in airway and parenchyma compartments revealed that HDM exposure resulted in 3,255 upregulated genes and 2905 downregulated genes (log2FC ≥ 1 or ≤ -1, adj.p.val < 0.05) (Fig. 1E). Of these genes, 212 and 856 were upregulated, and 559 and 789 downregulated, in airways and parenchyma, respectively (Fig. 1E). 

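Acod1, Nos2 and Dcstamp of activated macrophages rose strongly in both compartments, and Esm1 of vessels and the detoxifying enzyme gene Inmt fell. Acod1, which makes the macrophage metabolite itaconate, rose by a log2 fold change of 5.83 (standard error 0.38, adjusted p = 4.55e-17) in airways and 7.16 (standard error 0.39, adjusted p = 6.9e-20) in parenchyma from edgeR's quasi-likelihood test. Nos2, the inducible nitric oxide synthase, rose by 5.59 and 6.28, the T cell chemokine Cxcl11 by 5.63 and 7.35, and Dcstamp, which mediates fusion of macrophages into giant cells, by 5.64 and 6.67. Inhba, a subunit of activin A, was at 53.8 ± 11.4 (SD, n = 10) CPM in HDM parenchyma and 0.303 ± 0.166 (SD, n = 12) in PBS parenchyma (log2 fold change 7.46, standard error 0.38, adjusted p = 1.26e-20). Esm1, a proteoglycan of endothelial tip cells, fell, with log2 fold changes of -3.31 in airways and -4.69 in parenchyma, and so did the methyltransferase Inmt (-3.27 and -3.01). In all, 2076 genes were upregulated and 1938 downregulated in airways, and 2522 and 2647 in parenchyma. Upregulated in either compartment were 2718 genes and downregulated in either 2987. More genes were thus downregulated than upregulated in parenchyma and in either compartment, also with limma voom, but this order depended on the processing. DESeq2 called 2745 up and 2361 down in parenchyma, RLE normalization 2730 and 2336, and each compartment fitted alone 2484 and 2051. In either compartment DESeq2 called 2912 up and 2720 down. The paper counts more upregulated than downregulated genes there. For 1936 of the 4014 genes called in airways and 3899 of the 5169 called in parenchyma, every HDM library lay on the same side of every PBS library. Over all 17381 genes tested, called or not, this held for 3728 in airways and 6991 in parenchyma, where chance gives 0.000567% and 0.000309% of genes. Without the 5 libraries with other-tissue markers, 2387 genes were upregulated and 1740 downregulated in airways, and 2724 and 2205 in parenchyma. A model chosen after seeing the data, with heart muscle and fat list means as covariates, called 1287 genes downregulated in airways, and a filter at 10 CPM, which tests 11580 genes, called 1107 up and 855 down in airways and 1521 up and 1083 down in parenchyma.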

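The HDM effect on Hamp, Adam8, Ccdc80 and Cd14 was higher in parenchyma, and that on Fam3b, Cd244a, Gna14 and Bach2 was higher in airways. Hamp, which encodes the iron hormone hepcidin (ENSMUSG00000050440.7, chromosome 7 from 30942368 to 30944032 of mm10), was at 3.77 ± 1.52 (SD, n = 10) CPM in HDM parenchyma and 0.0494 ± 0.0423 (SD, n = 12) in PBS parenchyma, and at 3.37 ± 1.29 (SD, n = 10) in HDM airways and 6.04 ± 6.03 (SD, n = 11) in PBS airways. The log2 fold change in airways minus that in parenchyma was -6.98 (standard error 0.68, adjusted p = 8.29e-09) from edgeR's quasi-likelihood test. The same difference was -2.14 (standard error 0.25, adjusted p = 3.25e-07) for Adam8, a metalloprotease of leukocytes, -2.06 for the matrix protein Ccdc80, and -1.63 for Cd14, the lipopolysaccharide co-receptor of monocytes. The log2 fold changes in airways and parenchyma were -0.84 and 6.13 for Hamp (0.68 in airways without the 5 libraries with other-tissue markers and 0.97 with heart muscle and fat list means as covariates) and 1.79 and 3.93 for Adam8. They were 0.50 and 2.55 for Ccdc80 and 2.17 and 3.80 for Cd14. In the other direction the difference was 2.42 (standard error 0.31, adjusted p = 1.57e-06) for the secreted cytokine-like protein Fam3b, 1.53 for Cd244a, a receptor of natural killer cells, 1.24 for the G protein Gna14 and 1.10 for Bach2, a repressor in lymphocytes. Of these, Fam3b changed in opposite directions, by 1.35 in airways and -1.07 in parenchyma. Cd244a had log2 fold changes of 1.52 and -0.02, Gna14 0.49 and -0.75, and Bach2 0.84 and -0.26. Of the genes called, 1880 were upregulated and 1598 downregulated in both compartments, against 301 and 295 for independent lists. Upregulated in parenchyma without a call in airways were 630 genes, and in airways without a call in parenchyma 1.12% of the genes tested, and the counts of downregulated genes called in airways alone and in parenchyma alone were 328 and 1048. The HDM effect itself differed between compartments, at the same thresholds, for 16 genes upregulated in airways alone and 20% of those upregulated in parenchyma alone, and for 61 downregulated in airways alone and 61 in parenchyma alone. Over all genes tested it differed for 571, a number that 5 of 100 splits of the libraries, the real one included, reached. These splits exchanged compartments within each exposure. Differences between the tissues therefore enter them, and they cannot tell whether chance gives this number. The HDM effect was lower in airways for 438 of the 571, and these include 9 of 20 heart muscle genes (14 adjusted over the list alone; camera adjusted p = 0.000281, adjusted p = 0.927 with an estimated correlation). Without the 5 libraries with other-tissue markers the effect was higher in airways for 0.396% and lower for 0.746% of the genes tested (against 0.765% and 2.52% with them), with 1 heart muscle gene, and 684 genes were downregulated in parenchyma without a call in airways. Limma voom called 290 lower, the filter at 10 CPM 17 higher and 239 lower, and each compartment fitted alone left 1.24% of the genes tested downregulated in airways alone (against 1.89%).

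**Figure D2:**
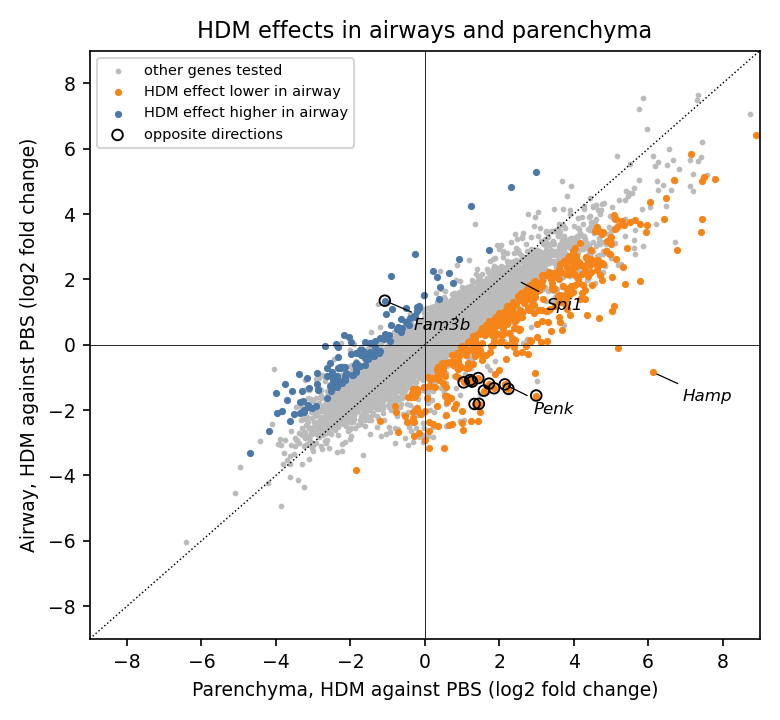
Log2 fold change between HDM and PBS in parenchyma (x) and airways (y), with 1 point per gene tested and the dotted line at equal effects. Genes whose effects differ at an adjusted p under 0.05 and by at least 1 are colored, most of them (438) below the line, and open circles mark genes called in opposite directions.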

There were 6 common genes that were upregulated in parenchyma and downregulated in airways. 

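The genes that rose in parenchyma and fell in airways include Actn2 and Mybpc3 of the sarcomere. The others were Myo18b, Trim55, Trim72, Cavin4, the potassium channel subunit Kcng2, Penk, Frzb, Timd4, Upk3bl and Gm11716. Except for Penk and Mybpc3, these 12 genes are named here because they were called in opposite directions, after their values were seen. Penk, the precursor of enkephalins (ENSMUSG00000045573.9, chromosome 4 from 4133531 to 4138819 of mm10), was at 8.28 ± 2.52 (SD, n = 10) CPM in HDM airways and 19.2 ± 11.2 (SD, n = 11) in PBS airways, and at 7.18 ± 2.26 (SD, n = 10) in HDM parenchyma and 1.62 ± 0.379 (SD, n = 12) in PBS parenchyma. Its log2 fold change was -1.21 (standard error 0.23, adjusted p = 1.52e-05) in airways and 2.15 (standard error 0.25, adjusted p = 2.29e-10) in parenchyma from edgeR's quasi-likelihood test. Actn2, the alpha-actinin of muscle Z-discs, had log2 fold changes of -1.81 (standard error 0.38, adjusted p = 4.64e-05) in airways and 1.34 (standard error 0.42, adjusted p = 0.00368) in parenchyma. Mybpc3, a thick filament protein of heart muscle, had -1.19 and 1.73, and Kcng2 -1.55 and 2.99. The Wnt antagonist Frzb had -1.13 and 1.27, and Timd4, a receptor of macrophages for dying cells, -1.08 and 1.22. Gm11716 is annotated as antisense, so its value is uncertain where reads of the other strand were counted. In the reverse direction, Fam3b alone was called, with a log2 fold change of 1.35 in airways and -1.07 in parenchyma. Limma voom called Penk, Frzb, Trim72, Kcng2 and Myo18b and no other gene up in parenchyma and down in airways, and each compartment fitted alone called 4. In the edgeR model without the 5 libraries with other-tissue markers the count was 0 (0 at an unadjusted p under 0.05 with the same fold threshold), and the airway log2 fold change was 0.22 for Mybpc3 and 0.69 for Timd4. With heart muscle and fat list means as covariates it was 0.25 for Actn2, 1.17 for Mybpc3, 0.24 for Kcng2, 0.31 for Frzb and 1.32 for Timd4. In 2 of the 10 HDM parenchyma libraries the mean of the heart muscle list was 1.86 and 1.90 log2 CPM, against at most 0.15 in the others. Without these 2, in a model chosen after seeing the data, 11 genes were called up in parenchyma and down in airways, and the log2 fold change in parenchyma was 1.08 for Actn2 and 1.69 for Mybpc3.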

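Most genes of leukocyte migration, many of them chemokines and their receptors, rose in both compartments, and heart muscle genes fell in airways. Ccr1, a receptor of inflammatory chemokines on monocytes and neutrophils (ENSMUSG00000025804.4, chromosome 9 from 123962124 to 123968692 of mm10), rose by a log2 fold change of 2.77 (standard error 0.16, adjusted p = 2.98e-18) in airways and 3.17 (standard error 0.16, adjusted p = 7.35e-21) in parenchyma from edgeR's quasi-likelihood test. Ccl9 rose by 3.55 and 4.46 and Itgam, the integrin chain CD11b of myeloid cells, by 2.82 and 3.30. Of 41 genes of leukocyte migration, 35 rose in airways (median log2 fold change 2.21, camera adjusted p = 2.31e-14, adjusted p = 0.118 with an estimated correlation), and 37 rose in parenchyma (median 3.15, camera adjusted p = 3.89e-15, adjusted p = 0.123 with an estimated correlation). The HDM effect was lower in airways for 14 of them (15 adjusted over the list alone) and for 5 without the 5 libraries with other-tissue markers. Of 33 genes of the cytokine response, 25 rose in airways and 27 in parenchyma (camera adjusted p = 1.9e-11 and 1.74e-12, adjusted p = 0.118 and 0.157 with an estimated correlation). The study itself labels, names or predicts 3 genes of the leukocyte migration list and 3 of the cytokine response list. Csf2rb, the shared receptor chain of GM-CSF, IL-3 and IL-5, rose by 2.88 and 3.26 and the cytokine signalling inhibitor Socs3 by 1.89 and 2.20, while Il18, an epithelial cytokine, fell, with log2 fold changes of -1.11 and -1.34. All 20 of 20 heart muscle genes fell in airways (camera adjusted p = 0.000258, adjusted p = 0.541 with an estimated correlation), among them Tnni3 (log2 fold change -2.66) and Myl4 (-2.37), and 14 fell without the 5 libraries. In parenchyma 1 heart muscle gene rose, Mybpc3, and 1 fell, Ldb3 (0 adjusted over the list alone). Of 12 skeletal muscle genes, 2 rose and 3 fell in airways and 1 rose and 6 fell in parenchyma, where the edgeR count that fell was 0 without the 5 libraries (0 at an unadjusted p under 0.05 with the same fold threshold). The median of the skeletal muscle list was -0.47 and -1.10, negative where camera ranks the list upward (adjusted p = 0.984 and 0.571). Counts adjusted over the list alone equal the others given except where stated.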

Gene enrichment analysis showed similar GO biological pathways upregulated in airways and parenchyma, including leukocyte migration and regulation of cytokine responses, whereas similar downregulated pathways included muscle development and muscle system processes. Furthermore, gene cluster changes in blood circulation and circulatory system processes were found to be up- and down-regulated in parenchyma samples and downregulated in airway samples (Fig. 1F). These data demonstrate key differences between mRNA expression in airway and parenchyma following HDM exposure.

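Several receptors of vascular tone, among them Agtr1a and Ednrb but not all that were listed, fell in both compartments, where red blood cell genes fell too. Agtr1a, the angiotensin II receptor (ENSMUSG00000049115.10, chromosome 13 from 30336441 to 30382867 of mm10), was at 2.01 ± 0.398 (SD, n = 10) CPM in HDM parenchyma and 15 ± 1.84 (SD, n = 12) in PBS parenchyma, and at 2.23 ± 0.544 (SD, n = 10) in HDM airways and 9.96 ± 1.71 (SD, n = 11) in PBS airways. Its log2 fold change was -2.16 (standard error 0.12, adjusted p = 1.19e-18) in airways and -2.89 (standard error 0.13, adjusted p = 2.22e-22) in parenchyma from edgeR's quasi-likelihood test. The endothelin receptors fell too, with log2 fold changes of -1.23 in airways and -1.36 in parenchyma for Ednra and -2.04 and -2.97 for Ednrb, as did the cyclic nucleotide phosphodiesterase Pde3a (-1.84 and -1.99). Of 34 blood circulation genes, 2 rose and 18 fell in airways (camera adjusted p = 0.000122, adjusted p = 0.118 with an estimated correlation), and 2 rose and 19 fell in parenchyma (camera adjusted p = 0.00143, adjusted p = 0.157 with an estimated correlation), with the same counts when adjusted over the list alone. The genes that rose were Nos2 and Hmox1, the inducible heme oxygenase, which had log2 fold changes of 2.24 and 2.97. The HDM effect differed between compartments for Agt, which encodes angiotensinogen and had log2 fold changes of -0.07 (adjusted p = 0.873) in airways and -2.34 in parenchyma (0.44 in airways without the 5 libraries with other-tissue markers; log2 difference 2.26, adjusted p = 0.00948), and for Adra1b, an adrenergic receptor (log2 difference -1.16, adjusted p = 0.00372 from the same test). Of 14 endothelial genes, 8 fell in airways and 12 in parenchyma, also when adjusted over the list alone (camera adjusted p = 5.33e-05 and 0.000115, adjusted p = 0.28 and 0.324 with an estimated correlation). The angiopoietin receptor Tek had log2 fold changes of -1.99 in airways and -2.12 in parenchyma, and Kdr, the main receptor of VEGF, -1.68 in parenchyma. All 6 of 6 red blood cell genes fell in airways and in parenchyma (camera adjusted p = 0.00327 and 0.00839, adjusted p = 0.331 and 0.361 with an estimated correlation). Of 9 alveolar type I genes 4 fell in airways and 7 in parenchyma (camera adjusted p = 0.0269 and 0.0292, adjusted p = 0.541 and 0.541 with an estimated correlation). Of 6 club cell genes 4 fell in airways and 5 in parenchyma (camera adjusted p = 0.00756 and 0.0332, adjusted p = 0.332 and 0.439 with an estimated correlation). Adjusting over each of these lists alone gave the same counts.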

**Fig. 1:**
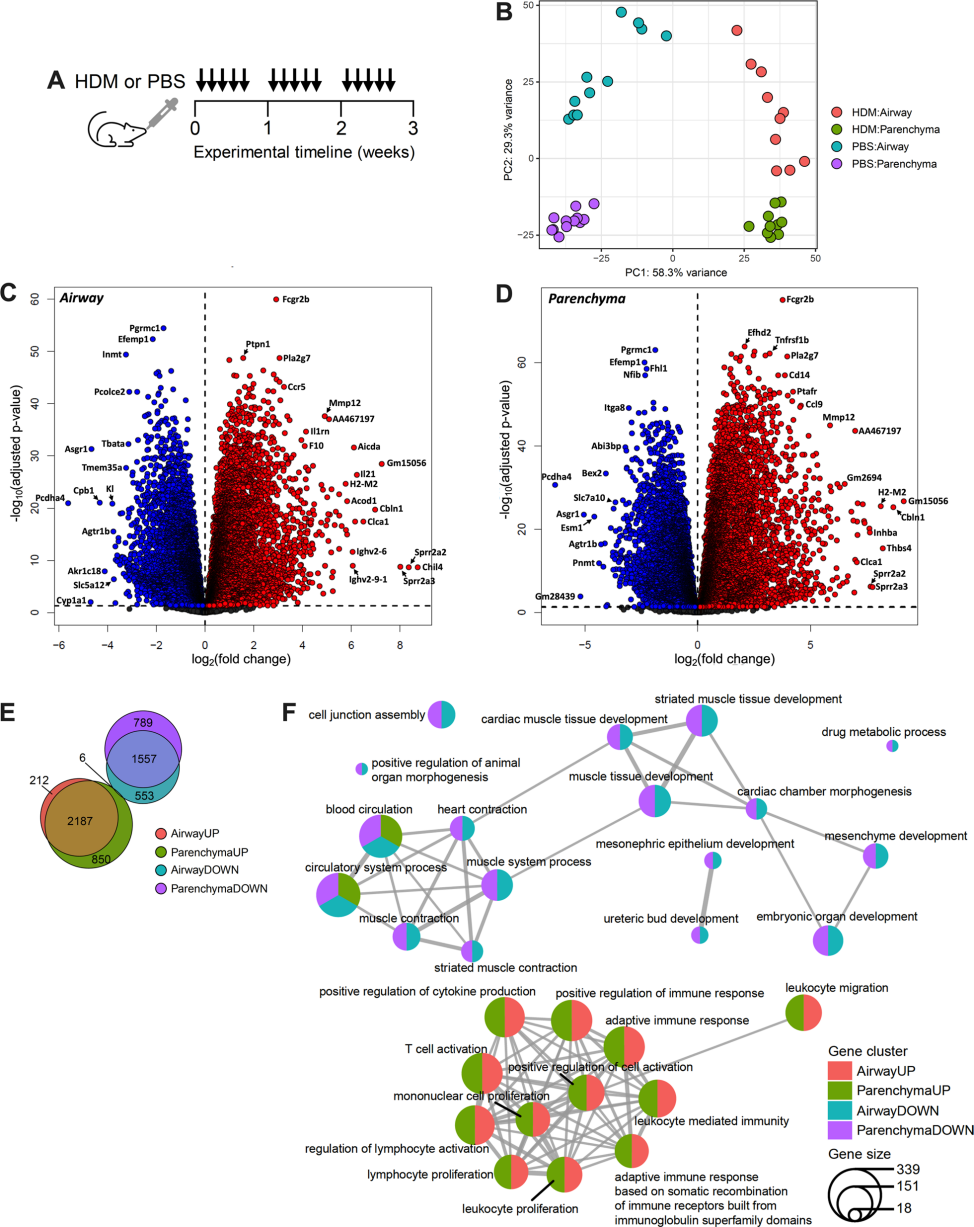
Airway and parenchyma RNA-seq from HDM- and PBS-exposed mice reveals compartment- and exposure-specific gene expression. **A** HDM (25 µg/30 µL) or PBS (30 µL) was administered intranasally 5 days/week for 3 weeks. **B** Principal component analysis plot of HDM and PBS airway and parenchyma samples HDM (*n* = 10) and PBS (*n* = 12). Volcano plots of upregulated (red) and downregulated (blue) gene transcripts in airway (**C**) and parenchyma (**D**), dotted line represents *P* = 0.05. **E** Venn diagram of up- and down-regulated genes in the airways and parenchyma. **F** Gene enrichment analysis in the airways and parenchyma

### Network analysis identifies common and distinct upstream module-driving genes in airways and parenchyma from HDM- compared to PBS-exposed mice

A powerful way to identify disease-associated biological mechanisms is to define the intersection between disease-associated gene networks and differential gene expression. By overlaying functionally distinct gene modules identified by network analysis with differentially expressed genes, disease-associated modules in different settings can be defined. To visualize this, bubble plots for each differential gene expression cluster were generated where the median adjusted p-value for all genes within a module was compared against the median log fold-change, and the bubble size representative of the number of genes within a module for the airways (Fig. 2A, Additional file 1: Table S1) and parenchyma (Fig. 2B, Additional file 1: Table S1). 

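Innate immune and cell cycle genes rose in airways and parenchyma of HDM-exposed mice, and genes of vesicle transport moved little. Msr1, a scavenger receptor of macrophages (ENSMUSG00000025044.11, chromosome 8 from 39581685 to 39642673 of mm10), rose by a log2 fold change of 3.33 (standard error 0.19, adjusted p = 1.9e-18) in airways and 4.09 (standard error 0.19, adjusted p = 1.14e-21) in parenchyma from edgeR's quasi-likelihood test. Tlr13, a receptor for bacterial RNA, rose by 2.36 and 2.76, and Ncf4, a subunit of the phagocyte oxidase, by 2.04 and 2.54. Of 38 innate immune genes, listed from general knowledge, 33 rose in airways (camera adjusted p = 3.82e-17, adjusted p = 0.118 with an estimated correlation) and 36 in parenchyma (camera adjusted p = 3.95e-18, adjusted p = 0.157 with an estimated correlation). The study itself labels, names or predicts 3 genes of this list and 5 of the cell cycle list below. Marco, a scavenger receptor of alveolar macrophages, fell in airways, with a log2 fold change of -1.02 (standard error 0.30, adjusted p = 0.00248). The HDM effect was lower in airways for 6 of the genes, Marco among them, and for 1 without the 5 libraries with other-tissue markers. Of 37 cell cycle genes, 31 rose in airways and 29 in parenchyma (camera adjusted p = 3.83e-19 and 1.6e-15, adjusted p = 0.118 and 0.157 with an estimated correlation). Ccna2, the cyclin of DNA replication and mitotic entry, was at 31.4 ± 4.02 (SD, n = 10) CPM in HDM airways and 7.64 ± 1.73 (SD, n = 11) in PBS airways (log2 fold change 2.04, standard error 0.11, adjusted p = 5.12e-19), and the spindle genes Cenpe and Tpx2 rose in airways by 2.31 and 2.11. Of 40 genes of vesicle transport, 1 rose in airways and 1 in parenchyma, in both cases Rab32, a GTPase of lysosome-related organelles (1.51 and 2.16). The median log2 fold change of this list was 0.23 and 0.39 (camera adjusted p = 0.000574 and 4.69e-05, adjusted p = 0.362 and 0.324 with an estimated correlation). Adjusting over each list alone gave the same counts. The network modules of the paper were not rebuilt here.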

Having identified specific disease-associated network modules, we next examined the transcription factors responsible for driving these transcriptional changes. We identified a driver gene signature for each disease-associated module by selecting the genes with a module connectivity greater than 2 times the standard deviation from the mean, and with an adjusted p-value < 0.01 in terms of differential gene expression. We then used ChIP-X Enrichment Analysis 3 (ChEA3), which leverages prior knowledge about transcription factor targets assembled multiple resources including ChIP-seq experiments, to identify the top 10 predicted transcription factors for which their downstream targets had a significant overlap with our driver gene signatures. The three largest modules in the airways and parenchyma were innate immune, cell cycle and molecule transport/localization responses. 

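Foxm1, Mybl2 and Tfdp1, factors that drive genes of S phase and mitosis, rose in both airways and parenchyma. Foxm1 (ENSMUSG00000001517.10, chromosome 6 from 128362967 to 128376146 of mm10) was at 10.5 ± 1.85 (SD, n = 10) CPM in HDM airways and 3.45 ± 0.632 (SD, n = 11) in PBS airways, and at 10.2 ± 2.02 (SD, n = 10) in HDM parenchyma and 3.38 ± 0.774 (SD, n = 12) in PBS parenchyma. Its log2 fold change was 1.60 (standard error 0.13, adjusted p = 1.2e-14) in airways and 1.58 (standard error 0.12, adjusted p = 4.27e-15) in parenchyma from edgeR's quasi-likelihood test. Mybl2 rose by 1.80 and 1.80 and Tfdp1, a partner of E2F proteins, by 1.12 and 1.2. E2f7 had log2 fold changes of 1.09 (adjusted p = 3.54e-08) in airways and 0.93 (adjusted p = 6.18e-07) in parenchyma, on either side of the fold threshold, and its HDM effect was not found to differ between the compartments (log2 difference 0.16, adjusted p = 0.649 from the same test). E2f1 stayed below the threshold at 0.72 and 0.44, as did Dnmt1, the maintenance DNA methyltransferase, at 0.97 and 0.87. Zfp367 was lower, at -0.60 and -0.90, without reaching it. Of the 9 factors that Fig. 2 shows for the cell cycle modules and that were matched here, 4 rose in airways and 3 in parenchyma, also when adjusted over the list alone. The study chose these factors on the same samples, so the counts are not independent evidence (camera adjusted p = 0.00133 and 0.00538, adjusted p = 0.118 and 0.157 with an estimated correlation).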

Interestingly, the top 10 transcription factors by mean rank were similar in the cell cycle modules in the airway and parenchyma, however, there were differences in their rank order (Fig. 2A, B). Together, these data demonstrate key differences in predicted transcription factors that drive HDM-induced disease responses in the airways and parenchyma.

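Factors predicted for the innate immune modules were mostly higher in HDM-exposed mice, and factors predicted for the transport modules mostly changed little. Mxd1, a partner of MAX, rose by a log2 fold change of 2.23 (standard error 0.16, adjusted p = 1.85e-15) in airways and 2.75 (standard error 0.16, adjusted p = 7.11e-19) in parenchyma from edgeR's quasi-likelihood test. Batf, an AP-1 factor of lymphocytes, rose by 1.60 and 1.70, Irf5, an interferon regulatory factor of macrophages, by 1.36 and 1.89, and Tfec, which belongs to the MITF family, by 1.96 and 1.95. Elf4 rose by 1.41 and 1.29. Mtf1, the metal-responsive factor, stayed below the fold threshold at 0.47 and 0.23, and Hlx did not pass the test (log2 fold change -0.13, standard error 0.18, adjusted p = 0.526 in airways and -0.28, standard error 0.17, adjusted p = 0.129 in parenchyma). Of 12 such factors, 8 rose in airways and 9 in parenchyma (camera adjusted p = 3.17e-05 and 4.11e-05, adjusted p = 0.118 and 0.157 with an estimated correlation). Of 16 factors predicted for the transport modules, 1 rose in airways, the chromatin protein Hmga1 (1.46), and 2 in parenchyma, Hmga1 (2.15) and the circadian regulator Bhlhe40 (1.19) (camera adjusted p = 0.00588 and 0.0422, adjusted p = 0.331 and 0.442 with an estimated correlation). The counts are the same when adjusted over each list alone, and the lists were chosen by the study on these samples, so they are not independent evidence. The HDM effect did not differ between the compartments at the thresholds used for any factor of either list, and the difference with the smallest adjusted p was that of Gmeb2 (log2 difference 0.36, standard error 0.09, adjusted p = 0.0047). The paper takes the genes of each module that are both highly connected and differentially expressed, ranks factors by the overlap of their known targets with these genes, and concludes from the ranks that the predicted factors differ between airways and parenchyma. The prediction itself was not repeated here.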

**Fig. 2:**
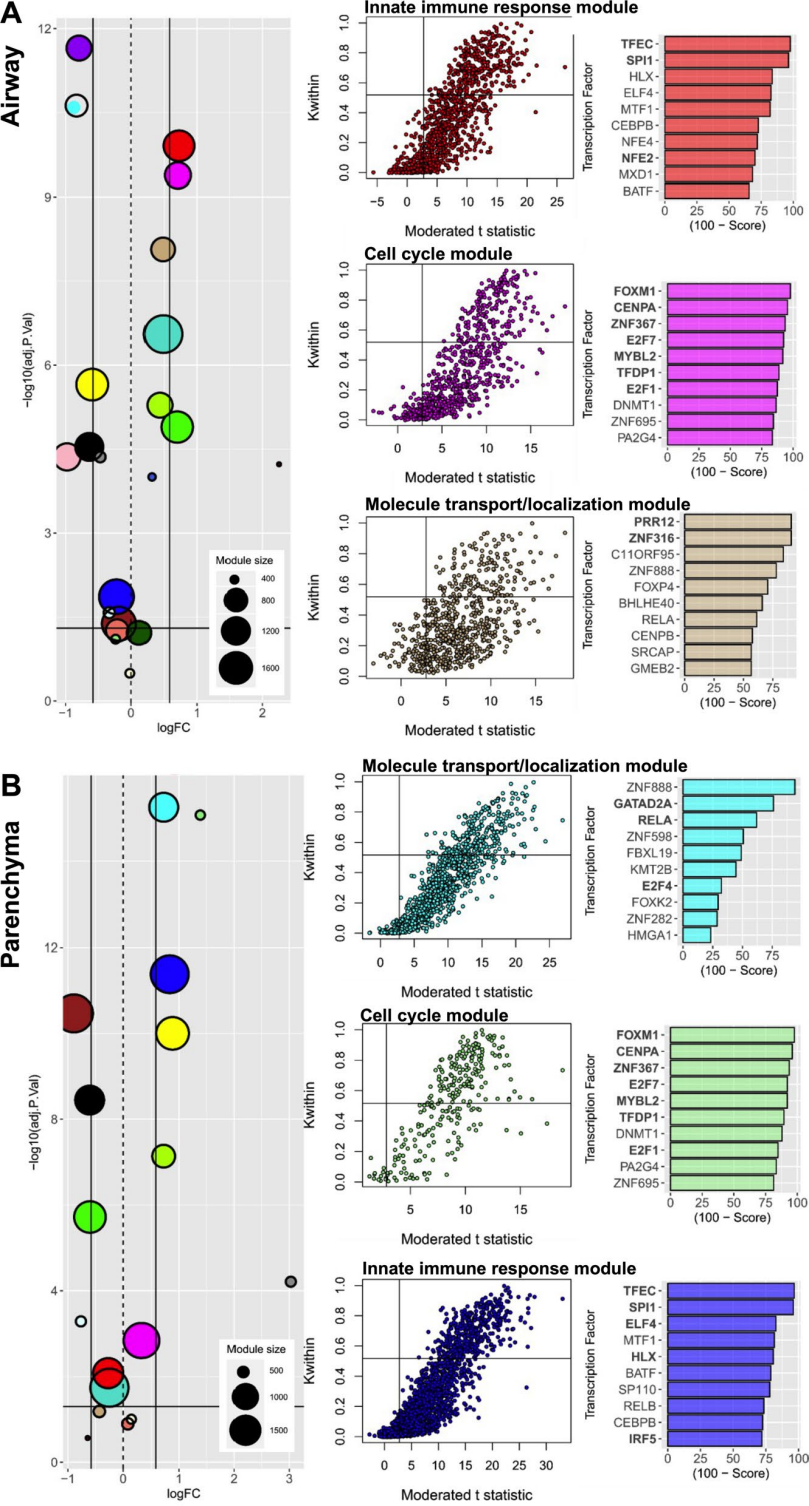
Upstream module-driving genes in the airways and parenchyma from HDM- compared to PBS-exposed mice. **A** Airway and **B** parenchyma compartments from HDM- (*n* = 10) compared to PBS-exposed mice (*n* = 12). Bubble plots for each differential gene expression cluster where the median adjusted p-value for all genes within a module was plotted against the median log fold-change, bubble size is representative of the number of genes within a module. ChIP-X Enrichment Analysis 3 (ChEA3) of the top ten predicted transcription factors with significant overlap with our driver gene signatures for **A** airway and **B** parenchyma compartments from HDM- (*n* = 10) compared to PBS-exposed mice (*n* = 12)

### SPI1 inhibition with DB1976 and DB2313 treatments has differential effects on weight loss and airway inflammation but inhibits airway remodeling

SPI1 was one of the upstream transcription factors identified in our RNA-seq data that was predicted to be responsible for driving transcriptional changes in both the airways and parenchyma. 

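Spi1, which encodes the myeloid and B cell factor PU.1, rose in both compartments, and so did nearly all of its listed targets. Spi1 (ENSMUSG00000002111.8, chromosome 2 from 91082390 to 91115756 of mm10, plus strand) was at 75 ± 20.5 (SD, n = 10) CPM in HDM airways and 19.1 ± 5.8 (SD, n = 11) in PBS airways, and at 120.1 ± 18.3 (SD, n = 10) in HDM parenchyma and 21.3 ± 8.55 (SD, n = 12) in PBS parenchyma. The log2 fold change was 1.97 (standard error 0.18, adjusted p = 6.47e-13) in airways and 2.49 (standard error 0.18, adjusted p = 1.87e-16) in parenchyma from edgeR's quasi-likelihood test, and every HDM library lay above every PBS library of its compartment. Of 32 target genes taken from general knowledge, 30 rose in airways (median log2 fold change 2.07, camera adjusted p = 1.39e-17, adjusted p = 0.118 with an estimated correlation). In parenchyma 31 rose (median 2.51, camera adjusted p = 9.08e-18, adjusted p = 0.157 with an estimated correlation), and both counts are the same when adjusted over the list alone. The study itself labels or names 6 of the listed genes. Btk, a kinase of B cell and myeloid receptors, rose by 1.87 in airways and 1.80 in parenchyma. Genes of monocyte-derived macrophages rose with them, 11 of 13 in each compartment (camera adjusted p = 1.1e-06 in airways and 1.07e-07 in parenchyma, adjusted p = 0.118 and 0.157 with an estimated correlation). Hprt, the reference gene of the paper's quantitative PCR, had log2 fold changes of -0.05 (adjusted p = 0.344) and -0.11 (adjusted p = 0.0261), which turned positive in both compartments with no filter on low counts and in airways when each compartment was fitted alone.

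**Figure D3:**
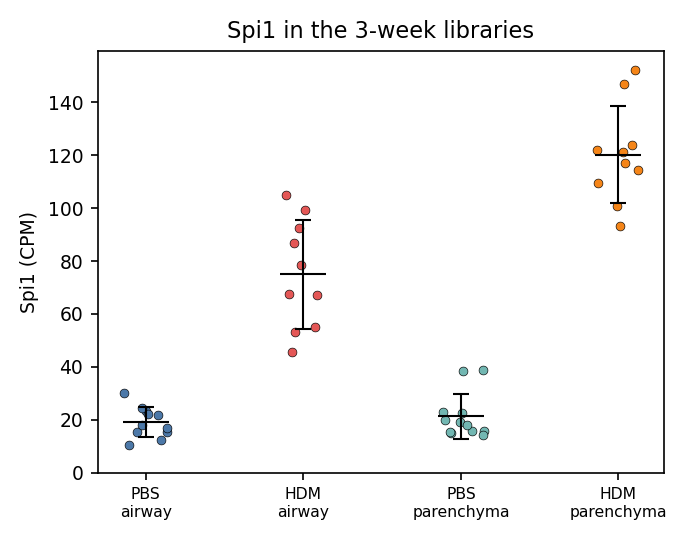
CPM of Spi1 in each 3-week library (points), with the mean and SD of each group. The libraries of HDM airways and HDM parenchyma all lie above the PBS libraries of the same compartment.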

Importantly, SPI1 also has commercially available pharmacological inhibitors. Therefore, we confirmed the increased mRNA expression of *Spi1* following 3-weeks of HDM exposure (Fig. 3A). We also interrogated *SPI1* expression in single-cell data from the integrated Human Lung Cell Atlas [33] and The Human Protein Atlas [34] and showed that *SPI1* expression is highest in lung macrophages (Additional file 1: Figure S1 and Additional file 1: Figure S2). Then, to assess the effects of therapeutically targeting SPI1 on HDM-induced experimental asthma, we administered DB1976 and DB2313, that interact with the DNA minor groove that flanks the PU.1 binding motif to inhibit its activity, throughout the model (Fig. 3B). HDM alone and HDM + DB1976 had minimal effects on body weight, however, HDM + DB2313 resulted in significant weight loss at both 1 mg/kg and 8 mg/kg compared to HDM alone (Fig. 3C).

HDM exposure increased inflammation in the airways and total leukocyte numbers in the BALF, consisting of macrophages, neutrophils, eosinophils and lymphocytes (Fig. 3D–H). DB1976 treatment largely had no effect on HDM-induced cellular inflammation, although treatment with 1 mg/kg increased eosinophil numbers (Fig. 3G). DB2313 treatment further increased HDM-induced total leukocytes (Fig. 3D), which were primarily neutrophils (Fig. 3F), and at 8 mg/kg reduced eosinophil numbers (Fig. 3G).

Exposure to HDM increased airway-associated mucus secreting cell numbers, which were reduced back to baseline levels with DB2313, but not DB1976, treatment at both doses (Fig. 3I). HDM exposure also increased airway fibrosis and small airway collagen deposition, and treatment with DB1976 (1 mg/kg and 2.5 mg/kg) and DB2313 (1 mg/kg) almost completely inhibited collagen deposition, which were at levels similar to baseline in PBS-exposed controls (Fig. 3J).

Together, these data demonstrate differential effects of DB1976 and DB2313 on HDM-induced airway inflammation and remodeling.

**Fig. 3:**
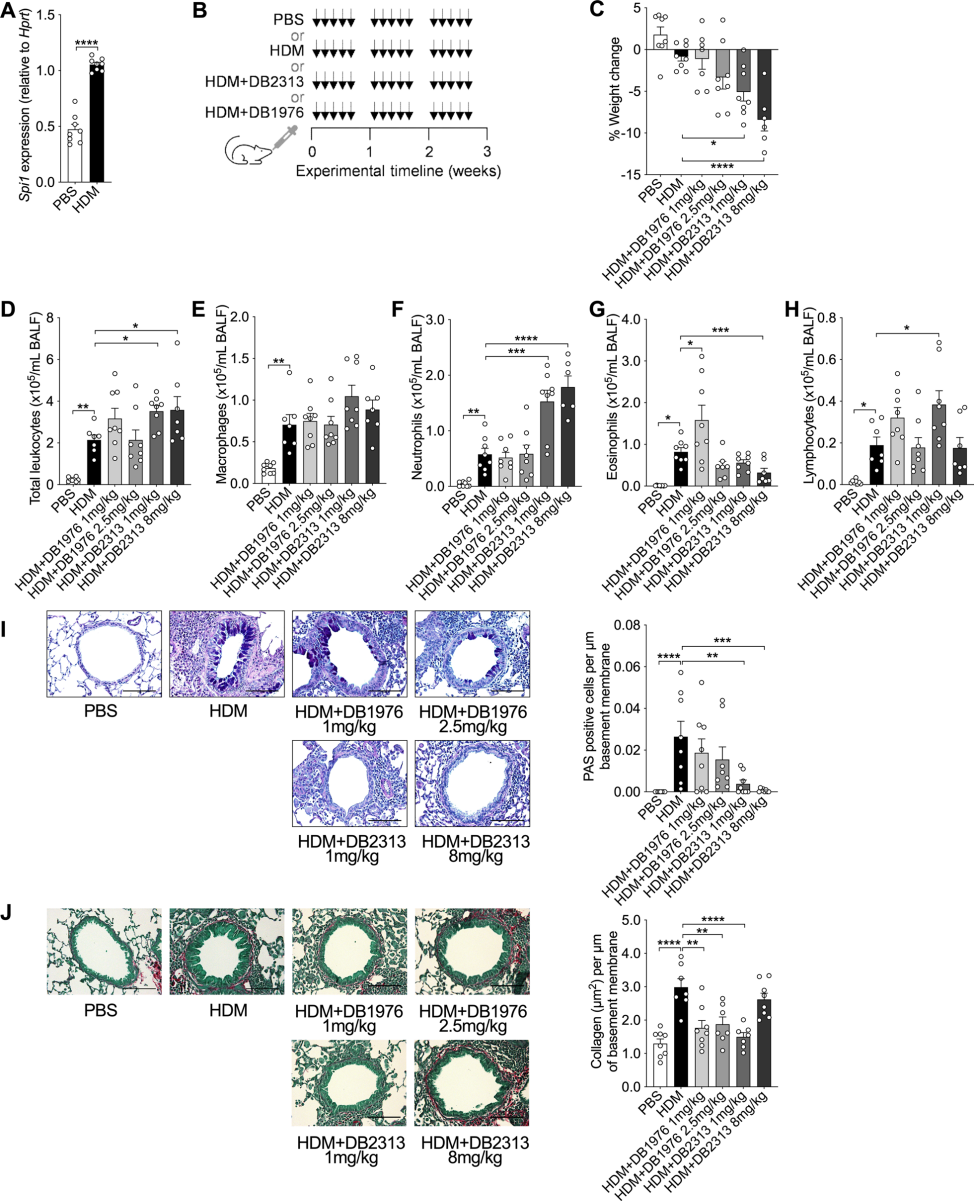
Pharmacological targeting of SPI1 affects weight loss, airway inflammation, and airway remodeling. **A** *Spi1* mRNA expression in PBS- and HDM-exposed mice. **B** Representative models of PBS (30 µL), HDM (25 µg/30 µL), HDM + DB1976 (1 mg/kg or 2.5 mg/kg) or HDM + DB2313 (1 mg/kg or 8 mg/kg) exposure intranasally 5 days/week for 3 weeks. **C** Percentage body weight of mice at the end of the model. **D** Total leukocytes, **E** macrophages, **F** neutrophils, **G** eosinophils and **H** lymphocytes in BALF. **I** AB-PAS staining for airway-associated mucus-secreting cells that were enumerated per µm of basement membrane. **J** Small airway collagen deposition measured using Sirius Red/Fast Green staining of lung sections and quantified per µm of basement membrane. All scale bars = 100 µm. Data expressed as mean ± SEM (n = 6–8 for each group). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, A: unpaired t-test, C-J one-way ANOVA, Sidak’s *post hoc* test

### DB1976 and DB2313 treatments inhibit HDM-induced AHR

To assess the functional effects of targeting SPI1 on HDM-induced experimental asthma, we measured AHR following treatment with DB1976 and DB2313 throughout the model. HDM exposure substantially increased transpulmonary resistance (Rrs, Fig. 4A) and elastance (Ers, Fig. 4B), and decreased compliance (Crs, Fig. 4C) compared to PBS controls. Treatment with DB1976 (1 mg/kg and 2.5 mg/kg) and DB2313 (1 mg/kg and 8 mg/kg) decreased resistance and elastance. Treatment with DB2313 at 8 mg/kg completely inhibited the development of resistance and elastance and increased Crs back to baseline levels that were similar to those in PBS-exposed controls (Fig. 4C). Together these data show that DB1976 and especially DB2313 treatment inhibits HDM-induced AHR.

**Fig. 4:**
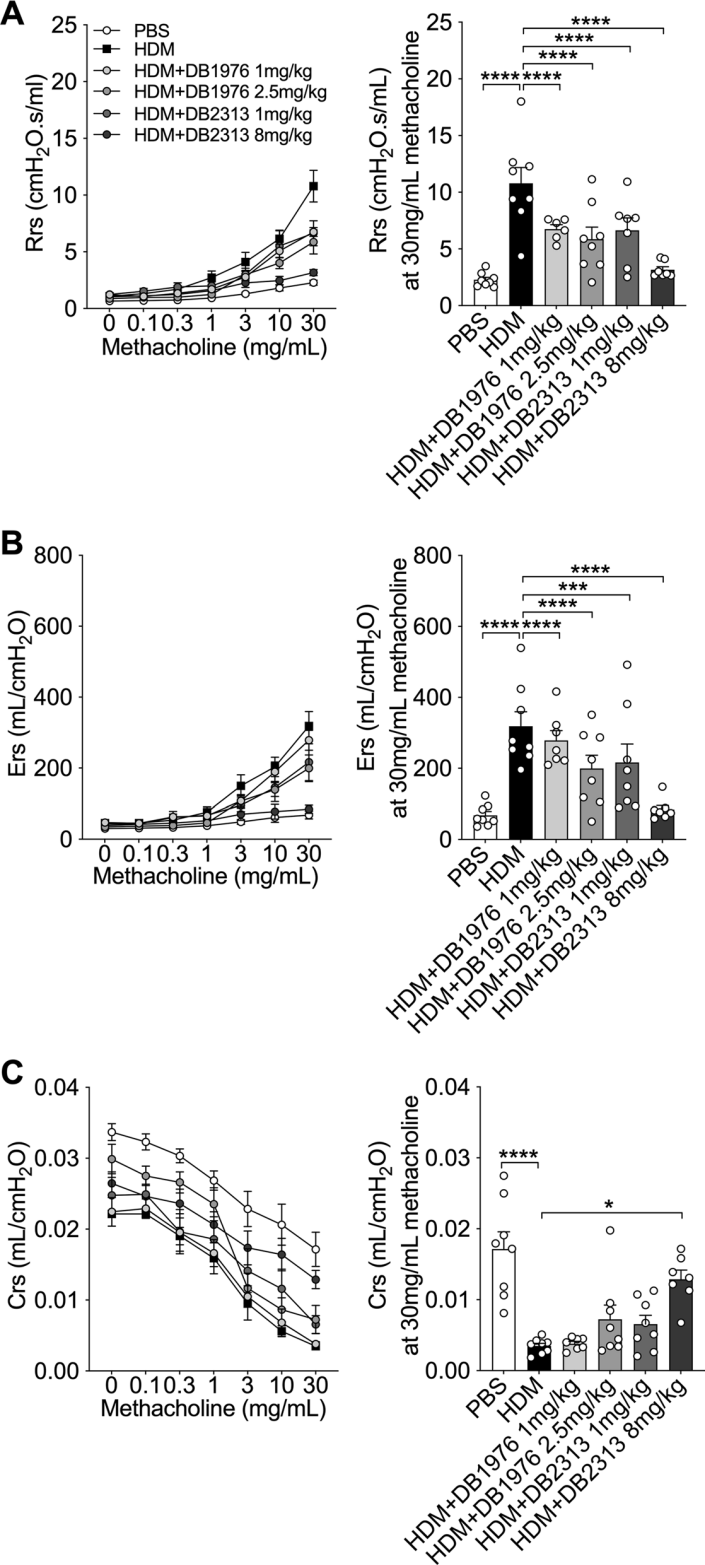
DB1976 and DB2313 treatments inhibit airway hyperresponsiveness in HDM-induced experimental asthma. Airway hyperresponsiveness measured in response to increasing doses of methacholine: **A** transpulmonary resistance (Rrs), **B** elastance (Ers) and **C** compliance (Crs). Data expressed as mean ± SEM (n = 6–8 for each group). *P < 0.05, ***P < 0.001, ****P < 0.0001. Two-way ANOVA, Bonferroni *post hoc* test

### Interrogation of downstream genes of SPI1 in human single cell data

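Receptors and a cytokine antagonist of myeloid cells rose strongly in both compartments. Il1rn encodes the antagonist that blocks the receptor of interleukin 1 (ENSMUSG00000026981.11, chromosome 2 from 24336853 to 24351494 of mm10). It was at 271 ± 136.8 (SD, n = 10) CPM in HDM airways and 13.7 ± 3.44 (SD, n = 11) in PBS airways, and at 487 ± 95.5 (SD, n = 10) in HDM parenchyma and 17.9 ± 4.86 (SD, n = 12) in PBS parenchyma, log2 fold changes of 4.30 (standard error 0.24, adjusted p = 7.93e-19) and 4.76 (standard error 0.24, adjusted p = 4.24e-21) from edgeR's quasi-likelihood test. Ptafr encodes the receptor of platelet activating factor (ENSMUSG00000056529.7, chromosome 4 from 132564067 to 132582683). Its log2 fold change was 3.11 (standard error 0.19, adjusted p = 5.91e-18) in airways and 4.08 (standard error 0.19, adjusted p = 8.2e-22) in parenchyma. Itgax, the integrin chain CD11c of dendritic cells and macrophages (ENSMUSG00000030789.8, chromosome 7 from 128129547 to 128150657), had 3.04 (standard error 0.22, adjusted p = 5.68e-16) in airways and 3.35 (standard error 0.21, adjusted p = 5.23e-18) in parenchyma. Clec7a, the receptor dectin-1 for fungal glucans (ENSMUSG00000079293.7, chromosome 6 from 129461591 to 129472779), was at 1670.5 ± 279 (SD, n = 10) CPM in HDM parenchyma and 178.9 ± 38.3 (SD, n = 12) in PBS parenchyma, and its log2 fold change was 3.24 (standard error 0.24, adjusted p = 1.46e-15) in airways and 3.22 (standard error 0.23, adjusted p = 2.22e-16) in parenchyma. The HDM effect on Ptafr was lower in airways, at a log2 difference of -0.97 (adjusted p = 0.00577 from the same test), which is below the fold threshold. The adjusted p of that difference was 0.288 for Il1rn, 0.473 for Itgax and 0.975 for Clec7a. Of the 10 genes that the text of the paper names, 7 rose in airways and 7 in parenchyma, also when adjusted over the list alone. They were chosen by the study on these samples, so this is not independent evidence.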

We next used our mouse transcriptomics data to prioritise genes downstream of SPI1 with the highest logFC value in both airway and parenchyma between HDM and PBS mice and identified Interleukin 1 Receptor Antagonist (*Il1rn*), Platelet Activating Factor Receptor (*Ptafr*), Integrin Subunit Alpha X (*Itgax*), and C-type lectin domain family 7 member A (*Clec7a*). Significantly, cross-comparison with the Human Protein Atlas [34] shows that these genes are also highly co-expressed in human lung macrophages (Additional file 1: Figure S2).

## Discussion

The individual contributions of the airways and parenchyma in asthma pathogenesis is incompletely understood. Here, we performed transcriptomic analysis of the airways and parenchyma in a HDM-induced model of experimental asthma. Our approach, which was sufficiently powered (n = 10 per group) to assess upstream drivers of disease, highlights key similarities and differences between the airways and parenchyma. 

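The rise of Spi1 was numerically smaller in airways, at a log2 difference from parenchyma of -0.52 (standard error 0.24, adjusted p = 0.129 from edgeR's quasi-likelihood test of the difference). The unadjusted p was 0.0397, and the 95% interval from the standard error runs from -1.00 to -0.04. A difference of up to a log2 unit is therefore not excluded. In PBS mice Spi1 did not pass the test between the compartments (log2 fold change of airway against parenchyma -0.16, standard error 0.17, adjusted p = 0.437). The HDM effect on the SPI1 target list was lower in airways at a median log2 difference of -0.35 (camera adjusted p = 8.29e-07, adjusted p = 0.709 with an estimated correlation), with 1 of 32 genes called, Cd14, also when adjusted over the list alone.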

Notably, SPI1 was similarly upregulated in both the airways and parenchyma. Using pharmacological inhibitors of SPI1, DB1976 and DB2313, we show that treatment with these compounds has differential effects at different doses on airway-associated mucus secreting cell numbers and small airway collagen deposition, with no protective effects on airway inflammation. Significantly, both compounds at either dose decreased airway hyperresponsiveness, with DB2313 at 8 mg/kg having the strongest effect. Our study demonstrates the importance of assessing airway and parenchyma transcriptomics separately in HDM-induced experimental asthma. We define SPI1 as an important disease-associated transcription factor in both tissues and that its pharmacological inhibition may be a novel treatment strategy for the most intractable features of chronic asthma.

We first showed that the separation of airway and parenchyma data and in response to PBS or HDM on the PCA plot, are likely consequences of differences in the baseline gene expression profiles of the two tissue types, and HDM exposure. This is likely due to the different cellular compositions of these two compartments, including airway smooth muscle cells in the airway compartment, and ATII cells in the parenchyma. 

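In PBS-exposed mice the airways held more RNA of smooth muscle, ciliated and mucous cell genes than the parenchyma, and also more of heart muscle and fat genes. Cnn1, the smooth muscle calponin (ENSMUSG00000001349.4, chromosome 9 from 22099216 to 22109630 of mm10), was at 117.7 ± 99.3 (SD, n = 11) CPM in PBS airways and 3.93 ± 1.14 (SD, n = 12) in PBS parenchyma (log2 fold change 4.90, standard error 0.47, adjusted p = 4.6e-11 from edgeR's quasi-likelihood test). Of 20 smooth muscle genes, 16 were higher in airways (median 2.30, camera adjusted p = 5.8e-07, adjusted p = 0.568 with an estimated correlation). Higher in airways were also 11 of 13 genes of ciliated cells (camera adjusted p = 7.46e-10) and 9 of 10 of goblet cells (camera adjusted p = 0.000536), and for either list the adjusted p = 0.568 with an estimated correlation. Muc5b, a secreted mucin, was higher by 2.75 on the log2 scale. Genes of heart muscle were higher in airways too, 19 of 20 (median 5.10), as were 5 of 5 fat genes and 5 of 6 cartilage genes. Actc1, the actin of heart muscle, was at 135.2 ± 126.9 (SD, n = 11) CPM in PBS airways and 3.58 ± 0.919 (SD, n = 12) in PBS parenchyma. Of 12 genes of alveolar type II cells, all were lower in airways at an adjusted p under 0.05 (from 5.78e-05 for Lpcat1 to 0.0284 for Sftpb), but 0 reached the fold threshold with edgeR, and 4 were called with limma voom. The largest change with edgeR was -0.94, of Sftpc, so the count is 0 at an unadjusted p under 0.05 too and this adds no evidence. The list had a median log2 fold change of -0.73 (camera adjusted p = 0.00296, adjusted p = 0.691 with an estimated correlation). Lamp3, a lamellar body protein of these cells, had a log2 fold change of -0.92 (standard error 0.21, adjusted p = 0.000346). Adjusting over each list alone gave the same counts. In all, 1962 genes were higher and 228 lower in PBS airways, and without the 5 libraries with other-tissue markers 1395 and 44. Without those libraries 14 smooth muscle and 19 heart muscle genes were higher in airways. The count of lower genes was 387 with no filter on low counts and 39 with the filter at 10 CPM, where 777 genes were higher.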

We next showed that there are distinctive sets of differentially expressed genes in the airways and parenchyma in HDM-induced experimental asthma. Gene cluster analysis showed that some similar pathways are upregulated in the airways and parenchyma, including leukocyte migration and regulation of cytokine responses, and these are comprised of numerous genes known to be involved in the early phase of allergen-induced airway inflammation [35]. 

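Of 20 smooth muscle genes, 14 were lower in HDM airways at an adjusted p under 0.05, and 5 of these, without the actin Acta2, reached the fold threshold. Casq2, which is 1 of the 5, weighed on the airway side of component 2 with heart muscle genes. In PBS mice it was higher in airways than in parenchyma by 6.27 on the log2 scale, and Actc1 and Pln of the heart muscle list by 5.24 and 7.04. The list therefore does not fully part smooth muscle from heart muscle. Itga8, an integrin of smooth muscle cells and fibroblasts (ENSMUSG00000026768.6, chromosome 2 from 12106632 to 12301922 of mm10), fell, with a log2 fold change of -2.83 (standard error 0.15, adjusted p = 1.18e-19) in airways and -3.18 (standard error 0.15, adjusted p = 8.2e-22) in parenchyma from edgeR's quasi-likelihood test. Hspb6, a small heat shock protein of muscle, fell in airways, with -1.30 (standard error 0.22, adjusted p = 1.68e-06), and its value in parenchyma was -0.01 (adjusted p = 0.972). Mylk, the myosin light chain kinase, had -0.67 in airways and -1.01 in parenchyma. Acta2 had -0.75 (standard error 0.35, adjusted p = 0.0485) in airways, below the fold threshold and 0.48 without the 5 libraries with other-tissue markers, and 0.88 (standard error 0.34, adjusted p = 0.0183) in parenchyma. The difference between these effects was -1.63 (standard error 0.49, adjusted p = 0.016). Of the list 5 fell in airways, where 11.2% of all genes tested did (median -0.81, camera adjusted p = 0.0314, adjusted p = 0.663 with an estimated correlation) and 2 in parenchyma (median -0.04, camera adjusted p = 0.685), with the same counts when adjusted over the list alone. Without those libraries 1 rose and 1 fell in airways (median 0.02), and 1 rose and 1 fell in parenchyma. The 4 PBS airway libraries left out also have the highest means of this list in their group, 6.28 log2 CPM or more against at most 5.64 in the others, so leaving them out raises these airway values by itself. A model chosen after seeing the data took heart muscle and fat list means as covariates, which themselves differ between HDM and PBS airways. In it the median in airways was 0.79, with 7 smooth muscle genes called up and 1 down. The mean of the list was 4.83 ± 0.83 log2 CPM (SD, n = 10) in HDM airways, 5.63 ± 0.88 (SD, n = 11) in PBS airways, 3.36 ± 0.15 (SD, n = 10) in HDM parenchyma and 3.59 ± 0.10 (SD, n = 12) in PBS parenchyma.

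**Figure D4:**
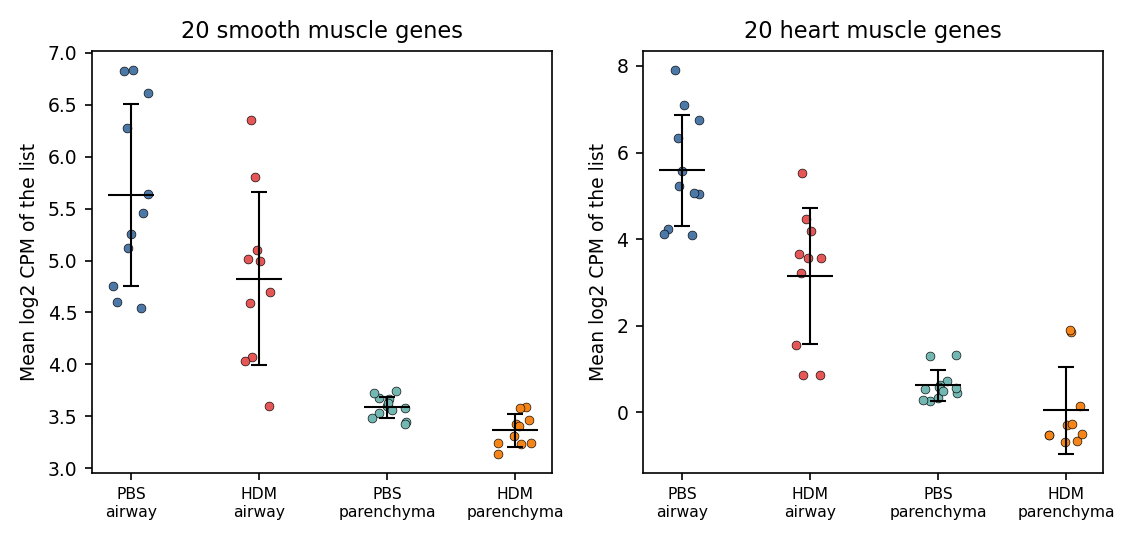
Mean log2 CPM of 20 smooth muscle genes (left) and 20 heart muscle genes (right) in each 3-week library (points), with the mean and SD of each group. The means of the airway libraries spread over several log2 units for heart muscle, from 4.10 to 7.91 under PBS and from 0.85 to 5.53 under HDM.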

Interestingly, downregulated pathways, including muscle development and muscle system processes, were found in both the airways and parenchyma. It is well established that airway smooth muscle plays key roles in asthma, including in airway hyperresponsiveness [36]. However, less is known about the role of vascular smooth muscle, although it has been shown that glucocorticoid treatment in asthma can increase airway vascular smooth muscle contraction and decrease airway blood flow [37]. Our analysis shows that the downregulation of genes involved airway and vascular smooth muscle development and processes may be common to both processes and dysregulated in asthma. Furthermore, gene cluster changes in blood circulation and circulatory system processes were found to be up- and down-regulated in parenchyma samples and downregulated in airway samples. These data highlight a complex relationship between vascular smooth muscle, blood circulation and circulatory system processes in experimental asthma that warrants further investigation.

We next utilized WGCNA to unveil mechanisms that may not be detected through standard differential gene expression analysis. The three largest median increase in expression with HDM exposure modules in the airways and parenchyma consisted of innate immune, cell cycle and molecule transport/localization responses. We then used ChEA3 [16] to rank transcription factors based on pooled information across six transcription factor target gene set libraries to identify those responsible for the observed changes in gene expression. Interestingly, the top 10 transcription factors by mean rank were similar in cell cycle modules in both the airways and parenchyma, however, there were some differences in the innate immune and molecule transport/localization responses in the airways and parenchyma.

We next interrogated the role of the transcription factor *Spi1* that is involved in the innate immune system module. Spi1 was upregulated in both the airways and parenchyma, and belongs to the erythroblast transformation specific (ETS) family of transcription factors that mediate a wide range of cellular processes, including growth, differentiation, signaling, and apoptosis [38]. *Spi1* also has known roles as a master regulator of hematopoiesis [39, 40], and is expressed in the respiratory tract, brain, endocrine tissues, gastrointestinal tract, liver and gallbladder, pancreas, kidney and urinary system, reproductive tract, muscle tissues, skin, bone marrow and lymphoid tissues. DB1976 and DB2313 are small molecule SPI1 inhibitors that are heterocyclic diamidines that bind with high specificity to AT-rich sequences in the DNA minor groove that is selective for the SPI1 protein and thus competitively inhibit SPI1 binding [41, 42]. In acute myeloid leukemia, inhibition of SPI1 using these inhibitors resulted in the downregulation of SPI1 downstream targets and reduced tumor burden [42]. Furthermore, another study showed that DB1976 treatment downregulated pro-fibrotic gene expression in fibroblasts and had both preventative as well as therapeutic benefits in a bleomycin-induced skin fibrosis model [43].

In our study, treatment with DB1976 increased airway eosinophils and decreased small airway collagen deposition but had no effect on mucus secreting cell numbers. In contrast, DB2313 increased neutrophil numbers, and reduced mucus secreting cell numbers and completely inhibited collagen (at 1 mg/kg but not 8 mg/kg). Significantly, treatment with both drugs at either dose reduced airway hyperresponsiveness, with almost complete inhibition with DB2313 at 8 mg/kg. SPI1 is proposed to modulate the expression of over 3,000 genes in hematopoietic cells [44–46], therefore the differences in the effects of DB1976 and DB2313 may be linked to the specific downstream genes that were regulated, such as *IL1RN*, *PTAFR*, *ITGAX* and *CLEC7A*. Interestingly, some studies show that *Spi1* can suppress Th2 cytokine expression, and that *Spi1* expression can be upregulated through selective antagonism of microRNA (miR)-126 [47–49]. Likewise, the deletion of miR-155 is associated with the upregulated expression of *Spi1* and reduced allergen-induced type 2 inflammation [50]. Whether these pathways are affected in HDM-induced experimental asthma warrant further investigation. Importantly, the expression of the majority of genes that can be regulated by *Spi1* can also be controlled by other transcription factors, which complicates measuring genes that are proposed to be *Spi1*-dependent as a readout of DB2313 and DB1976 target specificity. It is also important to consider that we administered DB2313 and DB1976 *via* the intranasal route to direct these compounds into the lungs, but we cannot exclude the possibility that these compounds entered the circulation and exerted effects on *Spi1* at peripheral sites. This is unlikely to affect the molecular specificity of these compounds to their target, but rather highlights that these extrapulmonary effects may promote feedback responses that exert effects on lung inflammation, structure, and function.

Whilst the effects of DB1976 and DB2313 on inflammation in HDM-induced experimental asthma were surprising, our data support the concept that inflammation, remodeling and AHR in allergic asthma can occur and be regulated independently [30, 51]. It is now well established that there is a disconnect between inflammation and AHR in asthma patients and that they are regulated by different processes. In support of our findings, a study of patients with chronic asthma showed no correlation between the numbers of inflammatory cells present in BALF and the level of AHR [52]. Our study, as well as those from others, provide strong evidence that airway remodeling can lead to constricted airways, which may drive the variation in AHR in asthma patients [52–54]. Currently, biologics for the treatment of severe asthma primarily focus on targeting inflammation. Our findings suggest that a broader set of drug targets remain to be discovered that can selectively target inflammation, remodeling, or both.

Interestingly, treatment with both DB1976 and DB2313 reduced features of airway remodeling and AHR, suggesting that HDM-induced Spi1 responses could drive these potentially inter-connected processes. Indeed, another study showed that DB1976 treatment of TGFβ-stimulated fibroblasts decreased *COL1A1*, α-SMA expression and F-actin [43], supporting the concept that Spi1 responses can promote remodeling. Taken together, the data show that it is likely that increased Spi1 responses can have context-dependent, dichotomous roles. Of note, our bioinformatics approach utilized a database of published findings to identify SPI1 as a key upstream driver of genes involved in the innate immune module, and our functional studies demonstrate that SPI1 is important in airway remodeling and AHR. Collectively, our data show that our approach has the capacity to identify new pathways and the functional effects of factors that may cross over several modules and can inform further studies that interrogate novel relationships. Future studies that examine the effects of different treatment regimens with DB1976 and DB2313, including treatment after establishment of disease, may provide additional insights into how these compounds affect remodeling and/or AHR.

A limitation of our study is the different high doses of DB1976 (2.5 mg/kg) and DB2313 (8 mg/kg) that were dictated by drug solubility and preclude direct dose-to-dose comparisons between the two highest doses of these drugs. However, at 1 mg/kg, the disparities in the physiological responses to DB1976 and DB2313 may partially be due to differences in their chemical structure and subsequent binding affinity. Indeed, reported IC_50_ values are lower for DB2313 compared to DB1976, indicating that DB2313 exhibits higher binding affinity for its target [42]. Whilst the selectivity of DB1976 and DB2313 for SPI1 has been established [41, 42], a rigorous examination of the specificity of these compounds against a large range of targets has not been performed. Differences in the specificity of these compounds could explain the differences in the physiological responses that were observed in vivo, and this will be important to examine in future studies. Additionally, DB1976 exhibits increased cellular toxicity in Lin^−^Sca1^+^c-Kit^+^ bone marrow cells from wild type mice compared to DB2313 [42], and DB2313 has more pronounced effects on reducing cell viability in THP-1 cells at high doses compared to DB1976 [42]. This suggests that high doses of these compounds have differential effects on cell viability depending on the type of cell that is exposed. However, which specific cell types are affected by intranasal drug administration in our model is unknown and a rigorous investigation of this is beyond the scope of our study but would be interesting to assess in future work by performing systemic, rather than lung local, administration. Furthermore, our study has used female mice, and it is well known that are sex-specific effects to allergen exposure [55], thus future studies examining the efficacy of DB1976 and DB2313 in male mice are warranted.

Our study demonstrates the advantages and value of using airway and parenchymal transcriptomics to assess and interrogate the roles of gene expression modules and upstream transcription factors at the lung local level. Importantly, we show that targeting one of these factors, Spi1, by direct administration of novel pharmacological agents allows us to delineate whether these modules are drivers or consequences of disease, and our data highlight the potential for targeting increased Spi1 responses in the lungs as a novel therapeutic strategy to reduce remodeling and AHR in asthma patients.

## Supplementary Information

**Additional file 1.** Online supplementary methods. **Table S1**: Airway and parenchyma network modules. **Figure S1**: SPI1 overlayed onto the single-cell data from the integrated Human Lung Cell Atlas. **Figure S2**: SPI1, IL1RN, PTAFR, ITGAX and CLEC7A overlayed onto the single-cell data from the integrated Human Protein Atlas.

## Data Availability

All data is available upon request. RNA-sequencing data are available through the NCBI GEO database (GSE199853).

# Supplementary material for: Airway and parenchyma transcriptomics in a house dust mite model of experimental asthma
**Source:** Respir Res. 2023 Jan 25;24:32. doi: 10.1186/s12931-022-02298-x
**Supplement:** Supplementary file 1 — Additional file 1. Online supplementary methods. Table S1: Airway and parenchyma network modules. Figure S1: SPI1 overlayed onto the single-cell data from the integrated Human Lung Cell Atlas. Figure S2: SPI1, IL1RN, PTAFR, ITGAX and CLEC7A overlayed onto the single-cell data from the integrated Human Protein Atlas.

**Airway and parenchyma transcriptomics in a house dust mite model of experimental asthma**

Xiaofan Tu^1*^, Henry M. Gomez^1*^, Richard Y. Kim^1,2^, Alexandra C. Brown^1^, Emma de Jong^3^, Izabela Galvao^4^, Alen Faiz^2^, Anthony Bosco^5^, Jay C. Horvat^1^, Philip M. Hansbro^1,4*^, Chantal Donovan^1,2*^

* = authors contributed equally

Building 93 RPA, Missenden Rd

Camperdown, NSW 2050, Australia

Dr Chantal Donovan

University of Technology Sydney

15 Broadway

Ultimo, NSW 2050, Australia

**Additional Methods**

**Bronchoalveolar lavage**

Bronchoalveolar lavage fluid was collected as previously described (S1-S4).

Mice were cannulated *via* the trachea and the left lobe of the lung flushed twice with 0.5 mL of PBS. Red blood cells were lysed, and remaining cells counted by trypan blue exclusion. Remaining cells were spun onto slides and stained with May-Grunwald Giemsa and differentially enumerated. A minimum of 200 cells were counted per sample.

**Mucus-secreting cells (MSCs)**

Lungs were perfused with 0.9% NaCl solution, inflated and fixed with 10% neutral-buffered formalin. Formalin-fixed lungs were then embedded in paraffin and sectioned longitudinally (3-5 μm per section). Four light micrographs of small airways taken at 40X magnification from Alcian-Blue Periodic Acid-Schiff (PAS) stained lung sections were randomly selected per mouse (S5-S7). The number of MSCs located in the airway epithelium was enumerated per μm of basement membrane length using Image J software (version 1.52a).

**Collagen deposition**

Collagen surrounding small airways was assessed using Sirius Red/Fast Green counterstained lung sections, whereby 6 light micrographs of small airways taken at 40X magnification were randomly selected per mouse, and total collagen area was manually outlined and calculated per μm of basement membrane length using Image J software (version 1.52a) (S4, S5, S7, S8).

**Lung function**

Airway hyperresponsiveness was assessed using the forced oscillation technique on a Scireq Flexivent FX1 machine as previously described (S9, S10). Briefly, mice were anaesthetized with 100 mg/kg of ketamine (Pamell) and 10 mg/kg of xylazine (Troy Laboratories) *via* intraperitoneal injection. Following cannulation of the trachea, mice were ventilated at a respiratory rate of 450 breaths/min. AHR was measured *via* instillation of increasing doses (0, 0.1, 0.3, 1, 3, 10, and 30 mg/mL) of nebulized methacholine chloride (acetyl-β-methylcholine chloride [MCh] in saline, #A2251, Sigma-Aldrich) and performing snapshot and prime-8 perturbations following the delivery of each dose.

**RNA extraction, bioanalysis, and RNA-sequencing**

Lung airway and parenchyma tissues were separated by blunt dissection under a dissection microscope as previously described (E3) and stored in RNA*Later*^TM^ stabilization solution (#AM7021, Invitrogen) overnight (4°C), then -20°C. For RNA extraction, samples were thawed, excess RNA*Later*^TM^ solution removed, transferred into 5 mL tubes containing 1 mL of ice-cold TRI Reagent (#T9424, Sigma-Aldrich), and RNA extracted as per the manufacturer’s instructions. RNA was then purified using RNeasy MinElute Cleanup Kits (Qiagen, #74204) according to the manufacturer’s instructions. After quantifying RNA yield and quality using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific), samples with an optical density (OD) 260/280 ratio > 1.8 and an OD 260/230 ratio > 2 were assessed for RNA integrity using an Agilent 2100 Bioanalyzer System (#G2939BA, Agilent Technologies) according to the manufacturer’s instructions. Samples with an RNA Integrity Number (RIN) > 8 were sequenced.

RNA-sequencing (RNA-seq) was performed at the Australian Genome Research Facility (Melbourne, Australia) and data processed and analyzed as previously described (S11). Briefly, libraries were sequenced using a NovaSeq 6000 and 20 million 100 bp single reads were assessed for quality control using FastQC. RNA-seq raw sequence data were then processed using the ENCODE RNA-seq pipeline (<https://github.com/ENCODE-DCC/rna-seq-pipeline>). RNA-seq reads were aligned to the mouse genome (assembly: mm10, genome annotation: m21) using STAR (v2.5.1b), followed by gene quantitation with RSEM (v1.2.31) and Kallisto (v0.44.0).

**Differential gene expression and network analysis**

Differential gene expression and network analysis were performed as previously described (S11). Briefly, the R package Limma (v3.42.2) and voom function was used to calculate differential gene expression. Genes with low expression were filtered out from gene count data by only including genes with a count per million (CPM) equivalent of ≥ 10 in at least 9 samples. Normalization factors were calculated using the trimmed mean of M values (TMM) to eliminate composition bias between libraries, followed by voom transformation to convert the read counts to log2-CPM with associated weights, ready for linear modelling. P-values were adjusted for multiple comparisons using the Benjamini-Hochberg method, and those with *P* < 0.05 were considered significant. For differentially expressed genes in separate airway and parenchyma compartments, Gene Ontology (GO) analysis was performed using the R package clusterProfiler

The R package WGCNA was used to construct modules or clusters of genes with highly correlated patterns of gene expression within airway and parenchyma tissues separately. Raw gene counts were normalized using a variance stabilizing transformation and genes with < 10 counts per sample or without an official MGI symbol were excluded from analysis, resulting in 16,803 and 16,177 genes being used as input for the airway and parenchyma networks, respectively. Modules were functionally annotated using terms enriched in GO biological processes or pathways from the ReactomePA R package. For GO analysis, p-values were calculated using Fisher’s exact tests and Bonferroni-corrected, while for ReactomePA p-values were derived from hypergeometric tests with Benjamini-Hochberg correction, corrected p-values < 0.05 were considered significant.

To identify gene network modules associated with disease, the median adjusted p-value and median log2fold-change (Log2FC) of all genes within each module were used to rank differentially expressed modules for each tissue. Genes in each module with a module connectivity > 2 times the standard deviation from the mean and an adjusted p-value < 0.01 were deemed to be driver genes associated with that particular module. Transcription factors upstream of all driver genes within a module were predicted using ChIP-X Enrichment Analysis 3 (ChEA3) across 6 primary reference gene set libraries (S12).

**Additional References**

S1. Starkey MR, Plank MW, Casolari P, Papi A, Pavlidis S, Guo Y, Cameron GJM, Haw TJ, Tam A, Obiedat M, Donovan C, Hansbro NG, Nguyen DH, Nair PM, Kim RY, Horvat JC, Kaiko GE, Durum SK, Wark PA, Sin DD, Caramori G, Adcock IM, Foster PS, Hansbro PM. IL-22 and its receptors are increased in human and experimental COPD and contribute to pathogenesis. *Eur Respir J* 2019; 54.

S2. Liu G, Cooley MA, Jarnicki AG, Hsu AC, Nair PM, Haw TJ, Fricker M, Gellatly SL, Kim RY, Inman MD, Tjin G, Wark PA, Walker MM, Horvat JC, Oliver BG, Argraves WS, Knight DA, Burgess JK, Hansbro PM. Fibulin-1 regulates the pathogenesis of tissue remodeling in respiratory diseases. *JCI Insight* 2016; 1.S3. Haw TJ, Starkey MR, Nair PM, Pavlidis S, Liu G, Nguyen DH, Hsu AC, Hanish I, Kim RY, Collison AM, Inman MD, Wark PA, Foster PS, Knight DA, Mattes J, Yagita H, Adcock IM, Horvat JC, Hansbro PM. A pathogenic role for tumor necrosis factor-related apoptosis-inducing ligand in chronic obstructive pulmonary disease. *Mucosal Immunol* 2016; 9: 859-872.

S4. Donovan C, Starkey MR, Kim RY, Rana BMJ, Barlow JL, Jones B, Haw TJ, Mono Nair P, Budden K, Cameron GJM, Horvat JC, Wark PA, Foster PS, McKenzie ANJ, Hansbro PM. Roles for T/B lymphocytes and ILC2s in experimental chronic obstructive pulmonary disease. *J Leukoc Biol* 2019; 105: 143-150.

S5. Ali MK, Kim RY, Brown AC, Mayall JR, Karim R, Pinkerton JW, Liu G, Martin KL, Starkey MR, Pillar AL, Donovan C, Pathinayake PS, Carroll OR, Trinder D, Tay HL, Badi YE, Kermani NZ, Guo YK, Aryal R, Mumby S, Pavlidis S, Adcock IM, Weaver J, Xenaki D, Oliver BG, Holliday EG, Foster PS, Wark PA, Johnstone DM, Milward EA, Hansbro PM, Horvat JC. Crucial role for lung iron level and regulation in the pathogenesis and severity of asthma. *Eur Respir J* 2020; 55: 1901340.

S6. Thorburn AN, O'Sullivan BJ, Thomas R, Kumar RK, Foster PS, Gibson PG, Hansbro PM. Pneumococcal conjugate vaccine-induced regulatory T cells suppress the development of allergic airways disease. *Thorax* 2010; 65: 1053-1060.

S7. Nair PM, Starkey MR, Haw TJ, Liu G, Horvat JC, Morris JC, Verrills NM, Clark AR, Ammit AJ, Hansbro PM. Targeting PP2A and proteasome activity ameliorates features of allergic airway disease in mice. *Allergy* 2017; 72: 1891-1903.

S8. Liu G, Cooley MA, Nair PM, Donovan C, Hsu AC, Jarnicki AG, Haw TJ, Hansbro NG, Ge Q, Brown AC, Tay H, Foster PS, Wark PA, Horvat JC, Bourke JE, Grainge CL, Argraves WS, Oliver BG, Knight DA, Burgess JK, Hansbro PM. Airway remodelling and inflammation in asthma are dependent on the extracellular matrix protein fibulin-1c. *J Pathol* 2017; 243: 510-523.

S9. Kim RY, Pinkerton JW, Essilfie AT, Robertson AAB, Baines KJ, Brown AC, Mayall JR, Ali MK, Starkey MR, Hansbro NG, Hirota JA, Wood LG, Simpson JL, Knight DA, Wark PA, Gibson PG, O'Neill LAJ, Cooper MA, Horvat JC, Hansbro PM. Role for NLRP3 Inflammasome-mediated, IL-1beta-Dependent Responses in Severe, Steroid-Resistant Asthma. *Am J Respir Crit Care Med* 2017; 196: 283-297.

S10. Kim RY, Horvat JC, Pinkerton JW, Starkey MR, Essilfie AT, Mayall JR, Nair PM, Hansbro NG, Jones B, Haw TJ, Sunkara KP, Nguyen TH, Jarnicki AG, Keely S, Mattes J, Adcock IM, Foster PS, Hansbro PM. MicroRNA-21 drives severe, steroid-insensitive experimental asthma by amplifying phosphoinositide 3-kinase-mediated suppression of histone deacetylase 2. *J Allergy Clin Immunol* 2017; 139: 519-532.

S11. Tu X, Kim RY, Brown AC, de Jong E, Jones-Freeman B, Ali MK, Gomez HM, Budden KF, Starkey MR, Cameron GJM, Loering S, Nguyen DH, Mono Nair P, Haw TJ, Alemao CA, Faiz A, Tay HL, Wark PAB, Knight DA, Foster PS, Bosco A, Horvat JC, Hansbro PM, Donovan C. Airway and parenchymal transcriptomics in a novel model of asthma and COPD overlap. *J Allergy Clin Immunol* 2022.

S12. Keenan AB, Torre D, Lachmann A, Leong AK, Wojciechowicz ML, Utti V, Jagodnik KM, Kropiwnicki E, Wang Z, Ma'ayan A. ChEA3: transcription factor enrichment analysis by orthogonal omics integration. *Nucleic Acids Res* 2019; 47: W212-W224.

S13. Sikkema L, Strobl D, Zappia L, Madissoon E, Markov NS, Zaragosi L, Ansari M, Arguel M, Apperloo L, Bécavin C, et al. An integrated cell atlas of the human lung in health and disease. *bioRxiv* 2022:2022.2003.2010.483747.

S14. Karlsson M, Zhang C, Mear L, Zhong W, Digre A, Katona B, Sjostedt E, Butler L, Odeberg J, Dusart P, et al. A single-cell type transcriptomics map of human tissues. *Sci Adv* 2021, 7. Human Protein Atlas proteinatlas.org. <https://www.proteinatlas.org/ENSG00000066336-SPI1/single+cell+type/lung>; <https://www.proteinatlas.org/ENSG00000136689-IL1RN/single+cell+type/lung>; <https://www.proteinatlas.org/ENSG00000169403-PTAFR/single+cell+type/lung>; <https://www.proteinatlas.org/ENSG00000140678-ITGAX/single+cell+type/lung>; <https://www.proteinatlas.org/ENSG00000172243-CLEC7A/single+cell+type/lung>; v21.proteinatlas.org.

**Table S1. Airway and parenchyma network modules**

| **Airway modules** | **Associated function** |
| --- | --- |
| Red | Immune (innate) / inflammation |
| Green | Immune/T cell |
| Dark green | Regulation of metabolism / macromolecule modification |
| Turquoise | Immune/metabolism |
| Blue | Translation |
| Dark red | Complement/B-cell/Ig |
| Magenta | Cell cycle |
| Yellow | Developmental biology/angiogenesis |
| Purple | Regulation of development / vasculature development |
| Salmon | Developmental biology / adhesion |
| Green yellow | Mixed: RNA/DNA/protein functions |
| Cyan | Signaling/communication/structural development |
| Tan | Macromolecule/vesicle transport/localization/metabolism |
| Royal blue | Protein modification |
| Grey | Mitochondrial resp. electron transport chain |
| Light green | Mitochondrial translation |
| Brown | Cilium/organelle assembly |
| Black | Cilium activity |
| Pink | Muscle development / differentiation |
| Light yellow | Macromolecule localization |
| Light cyan | Acids/lipids metabolism |
| **Parenchyma modules** | **Associated function** |
| Light green | Cell cycle |
| Tan | Cilium/organelle assembly |
| Light cyan | Cilium/organelle assembly |
| Yellow | Immune/T cell |
| Magenta | Protein activity/transport/modification |
| Grey | Complement/B-cell/Ig |
| Blue | Immune (innate) / inflammation / metabolism |
| Brown | Regulation of biological process/signaling |
| Turquoise | Gene expression/translation |
| Green | Developmental biology |
| Red | Developmental biology/intracellular |
| Cyan | Molecule transport / localization |
| Light yellow | Adaptive immune |
| Dark red | Muscle contraction / development |
| Black | Transcription / RNA splicing |
| Green yellow | Acids/lipids metabolism |
| Salmon | RNA processing / gene expression |

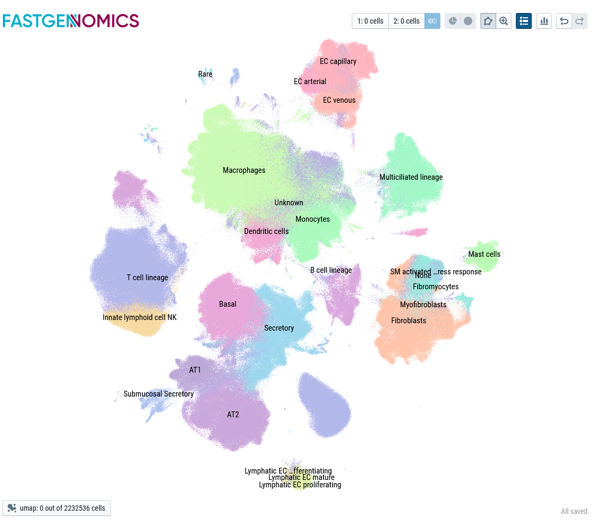

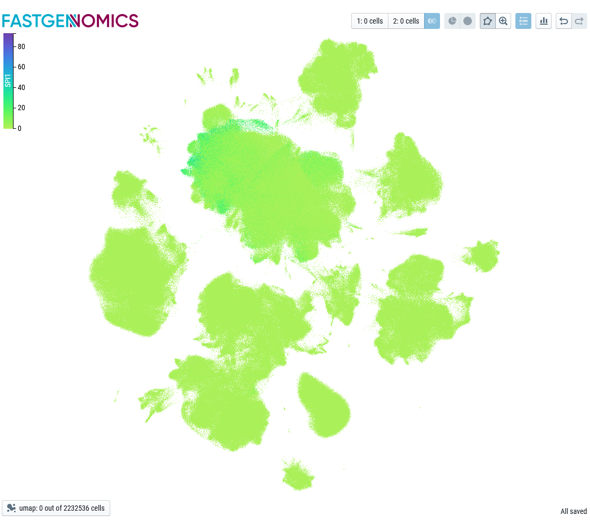

Figure S1: SPI1 overlayed onto the single-cell data from the integrated Human Lung Cell Atlas [E13].

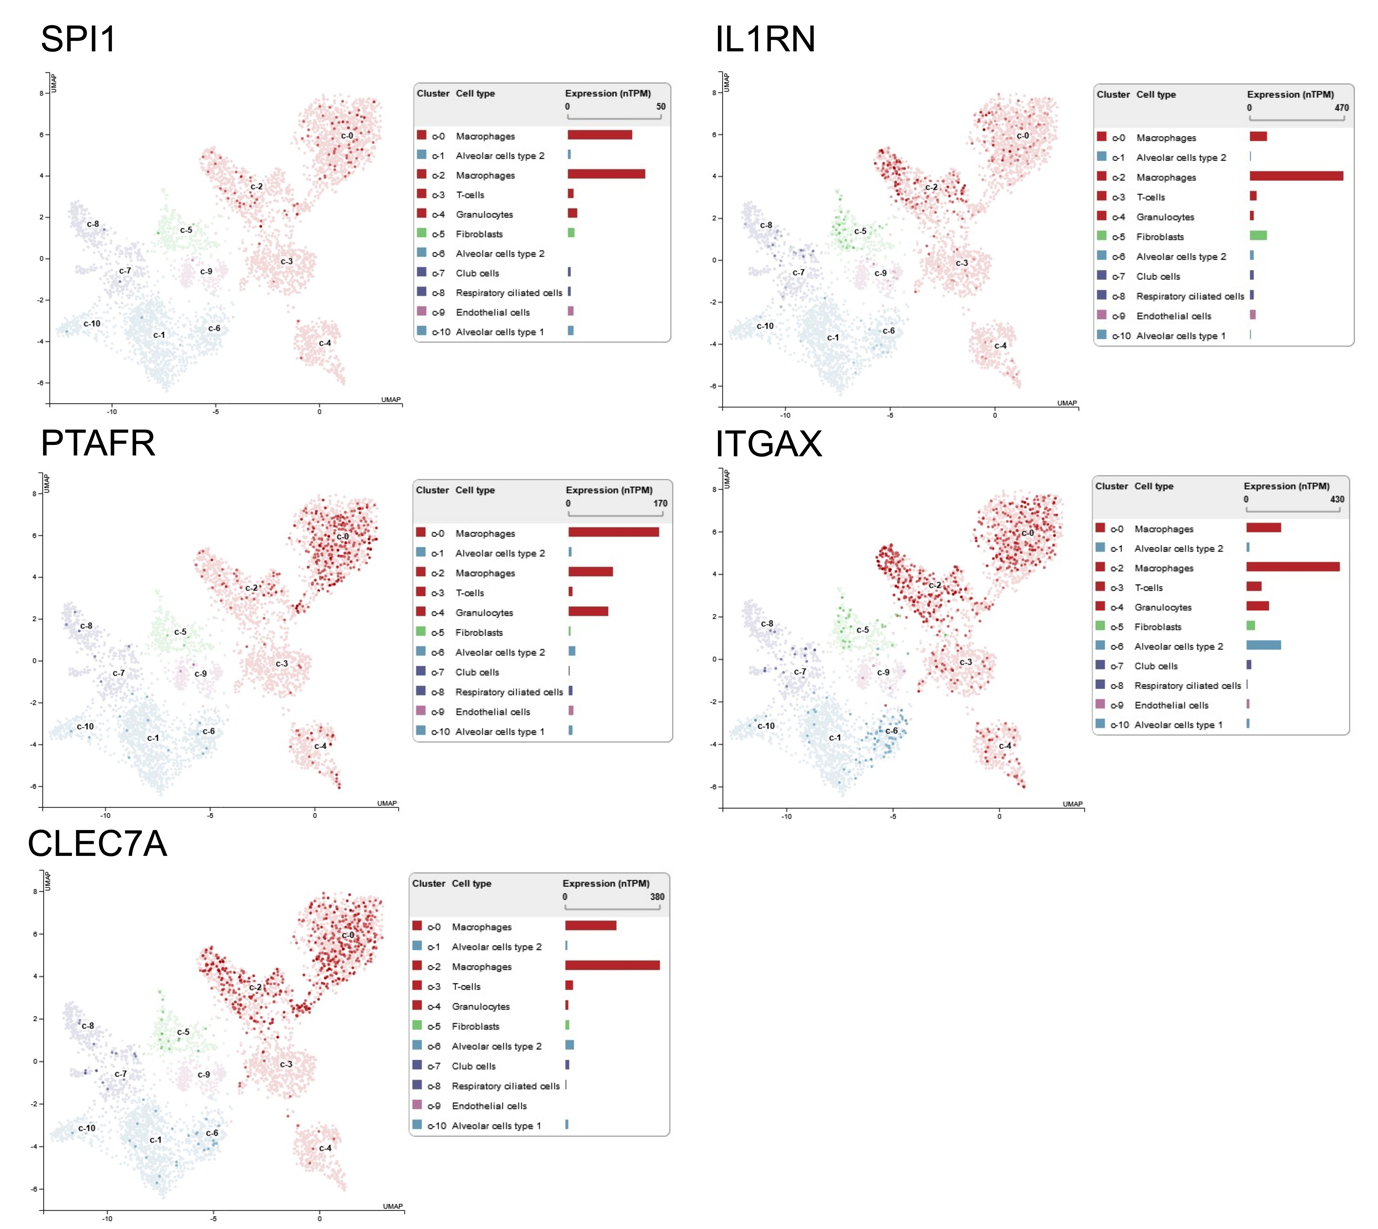

Figure S2: SPI1, IL1RN, PTAFR, ITGAX and CLEC7A overlayed onto the single-cell data from the integrated Human Protein Atlas [E14].

How the deposited data were processed for this re-analysis (not part of the article)

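The data are RNA-seq libraries of airways and parenchyma from mice given HDM or PBS for 3 weeks (43 libraries) and libraries labelled 11 weeks. The expected counts per gene, as deposited, were made by the authors, whose methods name single reads, the ENCODE pipeline, STAR on mm10, RSEM and also Kallisto, with 1 column per library and no scaling between libraries. Taking the values as those of RSEM is an assumption. The values are not all whole numbers and were rounded here. Of 43346 gene IDs, 42462 were found in GENCODE M21 without their version number and 23106 with the same version, and names, positions and strands were taken from M21. The 884 IDs not found have no name, and 40 share a symbol with another. The paper's text does not name whether reads of 1 strand or both were counted.

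Library totals at 3 weeks had medians of 27451572 counts in HDM airways, 26414800 in HDM parenchyma, 30777245 in PBS airways and 23354554 in PBS parenchyma. Mitochondrial genes took 3.05% to 6.97% of counts in HDM airways, 5.49% to 9.41% in PBS airways, 3.48% to 5.04% in HDM parenchyma and 6.18% to 8.16% in PBS parenchyma. Libraries were checked for duplicated columns, and none were found.

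Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM factors, Benjamini-Hochberg adjustment over the genes tested), at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Genes were kept at the CPM of 10 counts in a library of the median size in at least 9 libraries, which reads the study's filter as 10 counts. One model held the 4 groups of 3 weeks and gave HDM against PBS in each compartment, the difference between these effects, and airway against parenchyma in PBS mice. A model of 60 libraries of 11 weeks (PBS.AIR, HDM.AIR and HDM.AIR.DEX, n = 10 each per compartment) gave HDM against PBS and dexamethasone in HDM mice, and a model per compartment gave the HDM effect at 11 weeks against 3 weeks. The other 100 libraries, with the label CS or of PBS mice with dexamethasone, were not tested for a condition.

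Gene lists of processes, cell types and predicted factors were written before their values were seen and tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry, for lists with at least 3 genes tested. The genes named in the text follow a rule. They are those that the paper names, labels in Fig. 1C or Fig. 1D or predicts as factors, the 10 with the largest change per compartment and direction among called genes with a mean log2 CPM of at least 1 whose HDM and PBS libraries do not overlap, the 10 per direction with the smallest adjusted p for the difference between compartments, and from each list the 4 with the smallest adjusted p and those that move against the list. The genes labelled in the figures had been read from them beforehand. Some genes that the rule picks are not reported here. Exceptions are named as chosen after their values were seen. CPM values are given as mean and SD of the libraries. List means are of log2 CPM with a prior count of 2. Principal components came from the 500 most variable genes. Correlations within a group were tested with 100000 permutations in scipy 1.17.1 with numpy 2.4.6, pandas 2.3.3 and Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

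The alternatives set in advance were limma voom (the tool of the study), DESeq2 1.42.0, RLE factors, no filter on low counts, a filter at 10 CPM, and each compartment fitted alone. For components they were all genes that pass the filter and a variance stabilizing transformation, and for correlations leaving out the 2 libraries farthest from the median. Models added after the data were seen used limma voom on all libraries, left out 5 PBS libraries with markers of heart or skeletal muscle or 2 HDM parenchyma libraries with heart markers, took heart muscle and fat list means as covariates, took each airway library and the parenchyma library of the next label as a block, or left out libraries of 11 weeks and of 3 weeks that stood apart. For each comparison 100 splits of the libraries, the real one included, were fitted. The pipeline was tested on simulated data with 100 genes changed at a log2 fold of 1.5 and 100 at 3. Of these edgeR called 99 and 100 in the right direction, with 1 call among 17181 unchanged genes. Limma voom called 97 and 99 with 4 such calls, and DESeq2 99 and 100 with 1. Camera called the 1 list raised and 0 of 20 unchanged lists. Each simulated gene varied independently of the others, so this does not show how camera behaves on lists whose genes move together.

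The network modules, the ranking of factors and the enrichment of pathways of the paper were not repeated, and lists of genes stand in for them here. Quantitative PCR, lung function, histology, human expression data and the drug experiments were not analysed here.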

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

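Of the tests in this part, those of dilution by leukocytes, those that leave out chosen libraries and the models with covariates were chosen after the result was seen.

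Heart muscle genes were lower in HDM airways than in PBS airways, with Actc1 at 40.3 ± 34.4 (SD, n = 10) CPM under HDM, and all 20 of 20 listed genes passed both thresholds. With the mean of 10 of these genes as a covariate, the median log2 fold change of the other 10 was 0.24 (from -0.33 to 0.44 over 25 random draws) against -2.40 without it. Less heart muscle tissue in the HDM airway samples is therefore a candidate explanation, although genes of 1 list that declined together in the tissue itself would give the same value. Whether such tissue lay inside or outside the lung was not tested. Relative to the endothelium, alveolar type I and ciliated lists, the mean of the heart muscle list changed by -1.45 on the log2 scale (two-sided permutation p = 0.0517), and relative to the alveolar type II list by -2.52 (p = 0.00936), and dilution of airway tissue by leukocytes cannot be told apart from a loss of heart tissue because the 2 references moved apart and the spread between libraries is about as large as the first change. An effect of HDM on heart muscle cells stays open and was not tested.

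Of 20 smooth muscle genes 5 were called lower in HDM airways, at a median log2 fold change of -0.81 over all of them (camera adjusted p = 0.0314, adjusted p = 0.663 with an estimated correlation), and without the 5 PBS libraries with other-tissue markers 1 was called higher and 1 lower, at a median of 0.02, which decides nothing because the 4 PBS airway libraries left out also have the highest means of this list (6.28 log2 CPM or more, the others at most 5.64). The list mean changed by 0.20 relative to the endothelium, alveolar type I and ciliated lists (two-sided permutation p = 0.67) and by -0.88 relative to the alveolar type II list (p = 0.181), which itself changed by 0.07, so dilution of airway tissue by leukocytes cannot be told apart from an effect of HDM because the references moved apart. With the heart muscle and fat list means as covariates the median was 0.79, with 7 genes called up and 1 down, and other tissue in the samples cannot be told apart from an effect of HDM here because the covariates themselves differ between HDM and PBS airways. An effect of HDM on smooth muscle cells stays open and was not tested.

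The HDM effect was higher in airways than in parenchyma for 0.765% and lower for 2.52% of the genes tested, by a test of the difference itself. Of the 438 genes with a lower effect, 27.85% kept the call without the 5 PBS libraries with other-tissue markers and 430 kept the sign, and the median difference moved from -1.64 to -1.03. RNA of heart or skeletal muscle in these libraries is a candidate explanation for part of the pattern, although libraries of only PBS mice were left out. When 5 other PBS libraries were left out in 20 draws, 97.03% to 98.86% kept the call, with medians from -1.985 to -1.823. These draws raise the share of libraries with other-tissue markers among the PBS libraries kept. They strengthen the difference by themselves and are no neutral control. Within the HDM airway libraries the genes that rose in parenchyma were not shown to follow the alveolar type II list (Pearson r = 0.196, permutation p = 0.583, 95% interval -0.495 to 0.735; Spearman rho = 0.224, permutation p = 0.536; r = 0.074, exact p = 0.864 without the 2 libraries farthest from the median), an interval too wide to tell whether less alveolar tissue in airways plays a part. Of 100 splits of the libraries, the real one included, 5 called as many genes (the highest other 7.79% of the genes tested, the real one 3.29%), and 94 called no gene. These splits exchanged airway and parenchyma libraries within each exposure. An uneven mix can thus carry differences between the tissues into the contrast, and an even mix widens the spread within groups. The splits therefore cannot tell whether chance gives this number, and chance is not excluded. A difference between the compartments in their response to HDM stays open.

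Single libraries stood far from the others of their group in 15 comparisons of totals, shares and list means, 11.2% of those made, and chance sets a library apart in about 1 in 20 groups. Only groups of at most 10 libraries were tested, so PBS airways and PBS parenchyma of 3 weeks were not among them. In that PBS parenchyma group 1 library had a mean of 3.28 log2 CPM for the skeletal muscle list (next 0.42). The same HDM airway library of 3 weeks had the lowest mean log2 CPM of the alveolar type II list (7.46, next 8.71), the cell cycle list (3.80, next 4.195), the monocyte-derived macrophage list (6.00, next 6.69) and the factors predicted for the cell cycle modules (3.99, next 4.23). An HDM parenchyma library of 3 weeks had the highest mean of the ciliated list (4.65, next 4.23). In the 11-week group labelled HDM.AIR.DEX, 1 parenchyma library had a total of 13003087 counts (next 23040519) and 44.6% of them in its 10 most counted genes (next 12.7%), and 1 airway library had 14.5% there (next 11.4%). Another airway library of this group had the highest mean of the smooth muscle list (5.66, next 5.18). In the group labelled HDM.AIR, 1 airway library had the lowest means of the B cell and plasma cell list (6.62, next 7.08) and the heart muscle list (0.38, next 2.57), and 1 parenchyma library had the highest means of the heart muscle list (2.69, next 0.07) and the skeletal muscle list (7.77, next -0.38). In the group labelled PBS.AIR, 1 airway library had the highest mean of the B cell and plasma cell list (5.08, next 4.21) and 1 parenchyma library that of the SPI1 targets (5.65, next 5.42).

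Libraries of mice at 11 weeks, which the paper does not report, also differed between HDM and PBS. Without dexamethasone, 10.1% of the genes tested were higher and 8.32% lower in HDM airways, and 13.4% higher and 6.4% lower in HDM parenchyma. Dexamethasone in HDM mice raised 0.806% and lowered 4.57% in airways, and raised 0.909% (0.517% without 2 parenchyma libraries that stand apart) and lowered 5.89% in parenchyma. The HDM effect differed between 11 and 3 weeks, by a test of the difference itself, being higher at 11 weeks for 2.96% and lower for 2.83% in airways (3.19% and 5.2% without 4 PBS airway libraries of 3 weeks with other-tissue markers), and higher for 7.07% and lower for 4.37% in parenchyma. Over 100 splits, the real one included, no other split called as many genes as the real one in any of these comparisons. For the difference between times the splits exchanged times within each exposure. They cannot tell a different HDM effect from other differences between the times, such as age, dosing schedule or any processing date. The real split called 18.4% of the genes tested and the highest other 6.3% for HDM in airways, 19.8% and 7.62% for HDM in parenchyma, 5.38% and 1.58% for dexamethasone in airways, 6.8% and 2.33% for dexamethasone in parenchyma, 5.79% and 1.15% for the difference between times in airways, and 11.4% and 1.96% for that in parenchyma.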

How the results depend on the processing

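The models without chosen libraries, with covariates, with all libraries and with a replicate block are tests chosen after the result was seen.

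Counts are given in percent of the genes tested, with the reported percentage in parentheses, and unless a sentence says why, the cause of a change was not tested. The labels do not tie an airway library to a parenchyma library, and whether neighbouring labels pair them was checked by the correlation of their deviations from the group means. Over 21 such pairs it ran from -0.217 to 0.415 (median 0.183), was over 0.1 in 15, and was the highest of the airway library with any parenchyma library of its group in 13, not in all. The groups hold 10 or 12 parenchyma libraries, so unrelated labels would seldom match best this often. This is evidence from the data and not from the design, and the reported tests between compartments ignore any such pairing. With these pairs as a replicate block the difference between compartments had 0.731 up (0.765) and 2.73 down (2.52), PBS airways against parenchyma had 11 up (11.3) and 1.65 down (1.31), and Spi1 had a difference of -0.54 (adjusted p = 0.0696), not called in either fit. Under the alternatives set in advance, 87 counts of genes in single comparisons stayed within 1.5 times the reported count and 25 did not, none of these with DESeq2, RLE factors or each compartment fitted alone. Depth limits the genes tested to those with a CPM of 0.377 in 9 libraries. The stricter filter, which tests 11580 genes in place of 17381 at 3 weeks, gave HDM airways 9.56 up (11.9) and 7.38 down (11.2), HDM parenchyma 13.1 up (14.5) and 9.35 down (15.2), the difference between compartments 0.147 up (0.765) and 2.06 down (2.52), PBS airways against parenchyma 6.71 up (11.3) and 0.337 down (1.31) and 11-week airways 7.98 up (10.1) and 5.08 down (8.32). It gave 11-week parenchyma 9.98 up (13.4) and 5.08 down (6.4), dexamethasone airways 0.315 up (0.806) and 2.82 down (4.57), dexamethasone parenchyma 0.281 up (0.909) and 3.44 down (5.89), the difference between times in airways 1.97 up (2.96) and 1.59 down (2.83) and the difference between times in parenchyma 3.26 up (7.07) and 2.75 down (4.37). Of the calls in both compartments it left 9.27 up in both (10.8), 0.285 up in airways alone (1.12), 6.31 down in both (9.19), 1.05 down in airways alone (1.89), 3.04 down in parenchyma alone (6.03), 0.0173 up in parenchyma and down in airways (0.069), 0 up in airways and down in parenchyma (0.00575), 13.4 up in either (15.6) and 10.4 down in either (17.2). No filter, which tests 27921 genes at 3 weeks, gave PBS airways against parenchyma 1.39 down (1.31), 11-week airways 7.82 down (8.32), dexamethasone parenchyma 1.09 up (0.909), 2.01 up in airways alone (1.12), 4.47 up in parenchyma alone (3.62), 2.85 down in airways alone (1.89) and 15.3 up in either (15.6). Limma voom gave the difference between compartments 1.67 down (2.52), dexamethasone parenchyma 0.602 up (0.909) and 0.0288 up in parenchyma and down in airways (0.069). Each compartment alone gave 1.24 down in airways alone (1.89), 0.0247 up in parenchyma and down in airways (0.069) and 0 up in airways and down in parenchyma (0.00575), DESeq2 0 up in airways and down in parenchyma (0.00575), and RLE factors 0 up in airways and down in parenchyma (0.00575). Limma voom on all libraries gave PBS airways against parenchyma 2.29 down (1.31), 2.75 down in airways alone (1.89) and 0.027 up in parenchyma and down in airways (0.069). Without the 5 libraries with other-tissue markers, a smaller sample, the values were the difference between compartments 0.396 up (0.765) and 0.746 down (2.52), PBS airways against parenchyma 0.257 down (1.31), 3.99 down in parenchyma alone (6.03), 0 up in parenchyma and down in airways (0.069) and 0 up in airways and down in parenchyma (0.00575). Leaving out the 2 HDM parenchyma libraries with the highest heart muscle means gave 0 up in airways and down in parenchyma (0.00575). The covariates gave HDM airways 7.58 down (11.2), leaving out 2 libraries of 11 weeks dexamethasone parenchyma 0.517 up (0.909), and leaving out 4 libraries of 3 weeks the difference between times in airways 5.2 down (2.83). Component 1 held 52.5% of the variance, 51.5% with all genes and 62.2% after a variance stabilizing transformation, and component 2 33.7%, 25.9% and 26.3%. The 8 Pearson values for the correlations of component 2 within HDM airways, for smooth muscle, ciliated, cartilage and alveolar type II lists, kept their sign and their side of the threshold. By Spearman rho, without the 2 libraries farthest from the median, the alveolar type II list (adjusted p = 0.0526) and the cartilage list (adjusted p = 0.12) lost it. With an estimated correlation camera called 0 lists in each comparison of 3 weeks, and fry called 3 (camera 12) in the difference between compartments. Of the results of lists under these alternatives, 52 lost and 3 gained their call, and the skeletal muscle list in airways reversed with fry (adjusted p = 0.975). Of 1052 values of named genes, 1001 were the same, 19 lost and 15 gained a call and 17 reversed, and of 623 under the added models 21 lost and 14 gained a call, 3 of these with the replicate block, and 23 reversed. The log2 values that reversed were as follows. Acta2 in HDM airways had 0.48 with the model without 5 libraries and 1.27 with the covariates. Actn2 in HDM airways had 0.25 with the covariates. Agt in HDM airways had 0.44 with the model without 5 libraries and 1.09 with the covariates. Cd244a in HDM parenchyma had 0.074 with DESeq2, 0.074 with RLE factors, 0.10 with no filter, 0.091 with each compartment alone, 0.035 with limma voom on all libraries, 0.086 with the model without 5 libraries and 0.12 with the model without 2 HDM parenchyma libraries. Chil4 in 11-week airways had 2.66 with limma voom. Clec7a in the difference between compartments had -0.18 with limma voom, -0.034 with DESeq2, -0.034 with RLE factors, -0.038 with no filter, -0.077 with the stricter filter, -0.21 with limma voom on all libraries, -0.20 with the model without 5 libraries, -0.10 with the model without 2 HDM parenchyma libraries and -0.15 with the replicate block. Frzb in HDM airways had 0.31 with the covariates. Hamp in HDM airways had 0.68 with the model without 5 libraries and 0.97 with the covariates. Hprt in HDM airways had 0.011 with no filter and 0.0088 with each compartment alone. Hprt in HDM parenchyma had 0.0064 with no filter. Hspb6 in HDM parenchyma had 0.081 with DESeq2, 0.081 with RLE factors, 0.11 with no filter, 0.098 with each compartment alone, 0.053 with limma voom on all libraries, 0.13 with the model without 5 libraries and 0.057 with the model without 2 HDM parenchyma libraries. Kcng2 in HDM airways had 0.24 with the covariates. Mybpc3 in HDM airways had 0.22 with the model without 5 libraries and 1.17 with the covariates. Timd4 in HDM airways had 0.69 with the model without 5 libraries and 1.32 with the covariates.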

Differences from the paper's values

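The limma voom fit of all libraries of the series and the counts without 5 libraries, among the tests of this part, were chosen after the values were seen.

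Genes downregulated in airways and not in parenchyma number 559 in the paper and 328 here, at the paper's thresholds. Of the alternatives set before the data were examined, limma voom (408) and no filter on low counts (795) lie within 1.5 times the paper's value, and DESeq2 (344), RLE normalization (356), the stricter filter and each compartment fitted alone do not. Genes upregulated in parenchyma and downregulated in airways number 6 in the paper and 12 here. Limma voom (5) and each compartment fitted alone (4) lie within 1.5 times the paper's value, and DESeq2 (15), RLE normalization (14), no filter (18) and the stricter filter (2) do not. The limma voom fit of all libraries, chosen after seeing the values, gives 510 and 5 genes, and drops 0 of the genes labelled in Fig. 1C and Fig. 1D.

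The -log10 adjusted p of Fcgr2b is about 60 in Fig. 1C, read by eye, in the paper and 19.85 here in airways, and about 75 in Fig. 1D, read by eye, in the paper and 23.48 here in parenchyma. That of Cyp1a1 in airways is about 2 in Fig. 1C, read by eye, in the paper and 13.11 here. All 3 differ under each alternative set before the data were examined that gives a value (Cyp1a1 does not pass the stricter filter), the values of DESeq2 being 99.42, 173.13 and 36.77 and those of limma voom 20.7, 23.91 and 8.98. The fit of all libraries, chosen after seeing the values, gives 60.19, 74.34 and 2.02, and drops 0 of the labelled genes.

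The paper gives muscle pathways as falling in both compartments, from an enrichment of GO terms that was not repeated here. The counts below are of marker genes of muscle types, which is not the same measure. In airways 20 of 20 heart muscle genes and 5 of 20 smooth muscle genes fell here (14 smooth muscle genes at an adjusted p under 0.05 without the fold threshold), and in parenchyma 1 heart muscle, 2 smooth muscle and 6 of 12 skeletal muscle genes did. Of the skeletal muscle genes, edgeR called 0 as falling in parenchyma without the 5 libraries with other-tissue markers, of which 1 is of PBS parenchyma (0 at an unadjusted p under 0.05 with the same fold threshold).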

Other observations

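The test of the p-values of the volcano plots and the counts without chosen libraries in this part were chosen after the result was seen.

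The adjusted p-values of Fig. 1C and Fig. 1D may come from 1 fit over more libraries than those of 3 weeks. Limma voom on all libraries of the series gave Cyp1a1 in airways an adjusted p of 0.00961, where limma voom on the 43 libraries gave 1.04e-09. The adjusted p of Fcgr2b in airways was 6.43e-61 with all libraries and 2.02e-21 with the 43. Both values moved toward those of the figures, but the figures were used to choose the test, so it is no independent evidence.

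In the main comparisons of 3 weeks, over 100 splits of the libraries each, the real one included, no other split called as many genes. The other splits mix the groups compared, which widens the spread within each group and lowers their counts. The real split called 23.1% of the genes tested for HDM in airways and the highest other 3.45%, 29.7% and 12.6% for HDM in parenchyma, and 12.6% and 4.74% for airway against parenchyma in PBS mice. Genes called in the same direction in both compartments numbered 3478 in the real split and at most 0 in the others, which adds no evidence because 89 of the other airway splits and 92 of the other parenchyma splits called no gene. Lists called by camera in airways plus parenchyma numbered 49 in the real split and 46 in the highest other, with a median of 29 over the others, so a call of a list by camera with its preset correlation says little by itself.

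In the 11-week libraries labelled HDM.AIR, Spi1 was higher than in those labelled PBS.AIR by a log2 fold change of 1.64 in airways and 1.45 in parenchyma (adjusted p = 7.14e-15 and 3.16e-13 from edgeR's quasi-likelihood test, n = 10 per group). Of 33 listed SPI1 targets, 29 rose in airways (camera adjusted p = 7.85e-26, adjusted p = 0.0149 with an estimated correlation) and 29 in parenchyma (camera adjusted p = 5.9e-24, adjusted p = 0.0213 with an estimated correlation). Genes of B cells and plasma cells rose too, 17 of 18 in airways (camera adjusted p = 2.14e-12, adjusted p = 0.0245 with an estimated correlation) and 16 in parenchyma (camera adjusted p = 1.51e-11, adjusted p = 0.0326 with an estimated correlation). The immunoglobulin chain genes Igha and Jchain, chosen after their values were seen, rose by 5.07 and 5.06 in airways and 5.31 and 6.25 in parenchyma. Heart muscle genes fell in airways, 19 of 20 (camera adjusted p = 3.44e-08, adjusted p = 0.288 with an estimated correlation), and so did 15 of 20 smooth muscle genes (camera adjusted p = 3.44e-08, adjusted p = 0.177 with an estimated correlation). In parenchyma 12 of 12 skeletal muscle genes rose, where 1 HDM.AIR library had a mean of 7.77 log2 CPM for the list and the next -0.38, and 3 rose without this library and 1 of HDM.AIR.DEX. All these counts were the same when adjusted over the list alone.

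The rise of Spi1 under HDM was smaller at 11 weeks than at 3 weeks in parenchyma, at a log2 difference of -1.14 (adjusted p = 2.06e-05 from edgeR's quasi-likelihood test), and was not found to differ in airways (-0.37, adjusted p = 0.273). Each time has its own PBS libraries, and age, dosing schedule and any processing date go with time, so these cannot be told apart. Mitochondrial genes took 6.18% to 8.16% of counts in PBS parenchyma at 3 weeks and 3.51% to 4.99% in PBS.AIR parenchyma at 11 weeks. Il1rn had differences of -1.46 in parenchyma (adjusted p = 1.43e-05) and -0.78 in airways (adjusted p = 0.124). Chil4, which rose at 3 weeks, had a log2 fold change of -0.34 (adjusted p = 0.755) in airways at 11 weeks, and 2.66 with limma voom.

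Dexamethasone in HDM mice at 11 weeks lowered 32 of 37 cell cycle genes in airways (camera adjusted p = 2.32e-52, adjusted p = 0.00476 with an estimated correlation) and 31 in parenchyma (camera adjusted p = 4.21e-46, adjusted p = 0.00691 with an estimated correlation). Foxm1 had log2 fold changes of -1.30 in airways and -1.21 in parenchyma. Genes of red blood cells fell in both, 6 of 6 in airways (camera adjusted p = 2.33e-07, adjusted p = 0.0665 with an estimated correlation) and 6 in parenchyma (camera adjusted p = 1.3e-08, adjusted p = 0.0329 with an estimated correlation). Spi1 did not pass the test, with -0.17 in airways (adjusted p = 0.386) and -0.21 in parenchyma (adjusted p = 0.265). The glucocorticoid target Fkbp5, chosen after its values were seen, did not pass it either, with 0.05 (adjusted p = 0.926) and 0.06 (adjusted p = 0.9). Fkbp5 thus does not show that the drug was acting at harvest, and the label DEX is taken here to mean dexamethasone. The other genes of the glucocorticoid response list, which was set in advance to check the labels, are not reported here. The counts of the cell cycle and red blood cell lists were the same when adjusted over the list alone.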
